# Endometrial DNA methylation signatures during the time of breeding in relation to the pregnancy outcome in postpartum dairy cows fed a control diet or supplemented with rumen-protected methionine

**DOI:** 10.3389/fgene.2023.1267053

**Published:** 2024-01-24

**Authors:** Dessie Salilew-Wondim, Ernst Tholen, Eva Held-Hoelker, Karl Shellander, Carina Blaschka, Marc Drillich, Michael Iwersen, David Suess, Samuel Gebremedhn, Dawit Tesfaye, Claudia Parys, Ariane Helmbrecht, Jessie Guyader, Dennis Miskel, Nares Trakooljul, Klaus Wimmers, Michael Hoelker

**Keywords:** methylation, pregnancy, endometrium, methionine, postpartum

## Abstract

Post calving metabolic stress reduces the fertility of high producing dairy cows possibly by altering the expression of genes in the maternal environment via epigenetic modifications. Therefore, this study was conducted to identify endometrial DNA methylation marks that can be associated with pregnancy outcomes in postpartum cows at the time of breeding. For this, twelve days post-calving, cows were either offered a control diet or supplemented daily with rumen-protected methionine. Cows showing heat 50–64 days postpartum were artificially inseminated. Endometrial cytobrush samples were collected 4–8 h after artificial insemination and classified based on the pregnancy out comes as those derived from cows that resulted in pregnancy or resulted in no pregnancy. The DNAs isolated from endometrial samples were then subject to reduced representative bisulfite sequencing for DNA methylation analysis. Results showed that in the control diet group, 1,958 differentially methylated CpG sites (DMCGs) were identified between cows that resulted in pregnancy and those that resulted in no pregnancy of which 890 DMCGs were located on chr 27: 6217254–6225600 bp. A total of 537 DMCGs were overlapped with 313 annotated genes that were involved in various pathways including signal transduction, signalling by GPCR, aldosterone synthesis and secretion. Likewise, in methionine supplemented group, 3,430 CpG sites were differentially methylated between the two cow groups of which 18.7% were located on Chr27: 6217254–6225600 bp. A total of 1,781 DMCGS were overlapped with 890 genes which involved in developmental and signalling related pathways including WNT-signalling, focal adhesion and ECM receptor interaction. Interestingly, 149 genes involved in signal transduction, axon guidance and non-integrin membrane-ECM interactions were differentially methylated between the two cow groups irrespective of their feeding regime, while 453 genes involved in axon guidance, notch signalling and collagen formation were differentially methylated between cows that received rumen protected methionine and control diet irrespective of their fertility status. Overall, this study indicated that postpartum cows that could potentially become pregnant could be distinguishable based on their endometrial DNA methylation patterns at the time of breeding.

## 1 Introduction

During the early lactation phases of high yielding dairy cows, a higher proportion of nutrition is partitioned to milk production. During this time, the amount of energy spent on milk production and maintenance may not be compensated by feed intake and thus postpartum cows mobilize their body reserves and subsequently enter a state of negative energy balance (NEB). Subsequently, cows exhibit elevated concentrations of ketone bodies, namely beta hydroxybutyrate (ßHB) and non-esterified fatty acids (NEFA) (Butler and Smith, 1989). In turn, the metabolic stress induced during the early lactation period negatively affects the cow’s fertility by altering the transcriptome profile of the maternal environment including endometrium (Wathes et al., 2007; Fenwick et al., 2008; Wathes et al., 2009; Guadagnin et al., 2021) and follicular microenvironment (Llewellyn et al., 2007; Golini et al., 2014; Warma et al., 2020) and miRNAs in follicular fluid (Hailay et al., 2019). Likewise, early lactation-induced metabolic stress reduces fertility by altering the concentration of various reproductive hormones that are controlled by the hypothalamus-pituitary-ovary axis (Beam and Butler, 1999). These may suggest that NEB affects cows’ fertility by altering the transcriptome and/or hormonal profiles that are critical for fertility namely, follicular development, fertilization, and embryonic development. Therefore, identifying maternal molecular signatures associated with the physiological functioning of the reproductive axis might enlighten our understanding of how fertility is regulated by molecular pathways.

Supplementation of dairy cows with rumen-protected essential amino acids such as methionine during the postpartum period has been reported to be an effective strategy to reduce body reserve amino acid mobilization. In this respect, various studies demonstrated positive effects of rumen-protected methionine (RPM) supplementation for improving feed intake (Papas et al., 1984), lactation performance (Overton et al., 1996; Chilliard and Doreau, 1997; Toledo et al., 2017; Wu et al., 2021), fertility (Toledo et al., 2017; Wu et al., 2021) as well as immune responses (Zhou et al., 2016). These beneficial effects are also suggested to be due to increased neutrophil infiltration in the uterus (Stella et al., 2018).

Although it is well known that methionine is involved in the generation of S-adenosylmethionine, a key cofactor in methylation reactions, the molecular mechanism of how RPM supplementation influences the maternal environment is still unclear. Understanding the DNA methylation patterns established in the endometrium during periods of high energy demand with respect to RPM supplementation helps to identify endometrial DNA methylation marks which are directly or directly associated with postpartum dairy cattle fertility. Evidence of altered DNA methylation levels in the decidua of women affected with recurrent pregnancy loss (Yu et al., 2018) and the presence of several differentially methylated genomic regions between proliferative, early and mid-secretory phases in human endometrial cells (Houshdaran et al., 2014) may thereby indicate the feasibility of using DNA methylation marks as reflectors for fertility. In line with this notion, we hypothesize that postpartum dairy cows that are ready for conception and sustain the upcoming pregnancy might be epigenetically distinguishable from those which could fail to conceive and sustain the upcoming pregnancy. In addition, we speculate that supplementation of RPM to the ration of dairy cows during the period of high energy demand might increase the epigenetic divergence between the fertile and non fertile postpartum cows during the time of breeding by modulating the epigenetic profiles of the maternal environment. Therefore, the main objective of the present study was focused to unravel the endometrial epigenetic landscape of postpartum cows during the time of breeding in relation to pregnancy outcomes in the absence or presence of rumen-protected methionine (RPM) supplementation.

## 2 Materials and methods

### 2.1 Animal management and feeding

Detailed information about the experimental animal handling, housing and feeding as well as ethical approval of the experiment was described in a previous publication (Süss et al., 2019). Briefly, the experimental setup and endometrial cytobrush sample collection were conducted by the University of Veterinary Medicine Vienna, Austria. The experiment was conducted on multiparous Holstein-Friesian cows with an average annual energy-corrected milk yield of 9,260 kg. Since the study was conducted on a commercial farm, the number of cows was determined by the total number of multiparous cows calving within 1 year. Furthermore, this study was part of the feeding trail experiment (Süss et al., 2019), the number of postpartum cows used for this part of the study was determined by considering feasibil sample sizes that is appropratie for molecular genetic analysis.

Twelve days post-calving, cows were assigned randomly either to the control (CON) or rumen protected methionine (MET) group. Randomization was performed by building matching pairs based on the expected calving date, parity and previous lactation milk yield. Afterwards, cows of the matched pairs were assigned to CON or MET randomly using the “rand function” of Excel Version 14. Thus, on the farm, cows were assigned to CON or MET groups in an alternative fashion. Since the exact calving might vary in cows within a time window of 2 weeks, allocation to one of these two groups was decided when cows gave birth to a calf. This methodology was chosen to ensure that the same number of cows are within the two groups at any given time and season.

Cows in the CON group received no rumen-protected methionine, whereas cows in the MET groups received daily rumen-protected methionine (RPM) (Mepron^®^, 85% DL-Methionine, Evonik Operations GmbH). For this, at the beginning of the study, a Lys to Met ratio of 3.4:1 was determined in the basal diet using the AminoCowDairy Ration Evaluater, version 3.5.2 (Evonik Industries) and the target was to ensure a Lys to Met ratio to be close to 2.8:1 (Batistel et al., 2017). The calculated amount of RPM per cow ranged between 25.0 and 27.2 g. When considering the mineral and vitamin premix, a concentration of 22.0% ± 3.7% RPM per kg premix was determined. Therefore, when considering the entire study period, the supplemented quantity of RPM was 26.8 ± 4.3 g per cow per day depending on the quantities of the mineral and vitamin premix used.

### 2.2 Endometrial sample collection and classification

Cows showing heat 50–64 days postpartum were subjected to artificial insemination. Endometrial cytobrush samples were collected 4–8 h after insemination. This schedule for sample collection was applied due to the conditions on the farm. The insemination schedule was dependent on whether the cow came to heat and this was monitored by the oestrus detection system. Therefore, endometrial samples were taken shortly after insemination at a defined time (4–8 h after insemination) during estrus time. Once the pregnancy status was determined by ultrasonography 42 days after insemination, the MET and CON groups were classified based on the pregnancy outcome as those that resulted in pregnancy (P) and those that resulted in no pregnancy (noP). Accordingly, endometrial samples collected from cows fed with a control diet that resulted in pregnancy were categorized as control pregnant (CON_P) and those fed a control diet that resulted in no pregnancy were grouped as control non pregnant (CON_noP). Similarly, samples collected from cows supplemented with RPM and resulted in pregnancy were categorized as methionine pregnant (MET_P) and those supplemented with RPM and resulted in no pregnancy were grouped as methionine non pregnant (MET_noP) (Figure 1).

**FIGURE 1:**
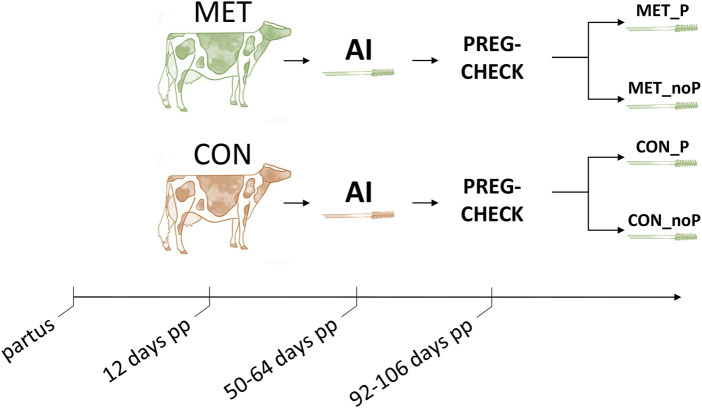
Overall experimental timeline. Multiparous Holstein dairy cows received ether rumen protected methionine (MET, green colour) or a control diet (CON, red colour) starting at day 12 postpartum (pp) until day 100. Cows showing estrus between days 50–64 were artificially inseminated (AI) and an endometrial cytobrush sample was collected 4–8 h later. After pregnancy check, 42 days post breeding, endometrial samples were retrospectively allocated depending on whether they resulted in a pregnancy (MET_P and CON_P) or resulted in no pregnancy (MET_noP and CON_noP). PREG-CHECK; pregnancy check.

### 2.3 DNA isolation, library preparation and sequencing

Genomic DNA was isolated from 40 endometrial cytobrush samples (CON_P = 8, CON_noP = 12, MET_ P = 8, MET_noP = 12 samples) using AllPrep DNA/RNA/Protein (Qiagen). The concentration and quality of the DNA samples were evaluated using a Nanodrop 8,000 Spectrophotometer (Thermo Fisher Scientific). DNA samples were then subjected to library preparation for reduced representation bisulfite sequencing (RRBS) following a similar method described previously (Zeng et al., 2019). Briefly, 2 µg genomic DNA was digested with MspI enzyme, end-repaired, A-tailed and ligated with methylated adaptor sequences using TruSeq Nano DNA Sample Preparation kit (Illumina, San Diego, CA). Following this, 40–200 bp-sized DNA fragments were extracted using the Zyomclean™ Gel DNA Recovery Kit (Zymo Research). The samples were then treated with bisulfite using the EZ DNA Methylation-Gold Kit™ (Zymo Research). Afterwards, PCR amplification was performed and purified. RRBS libraries were evaluated using the Agilent DNA 1000 kit (Agilent Technologies) and sequenced using Illumina HiSeq2500 at the Research Institute for Farm Animal Biology, Dummerstorf, Germany. The base call output files from sequencing runs were converted into fastq files using the bcl2fastq2 conversion software v2.19. The raw fastq data of 48 samples and the semi processed data are stored in the public repository with GEO accession number GSE248185 and bioproject accession number PRJNA1034815.

### 2.4 Adapter and low quality sequence removal

Various parameters including per base sequence quality, per sequence quality scores, per base sequence content, sequence length distribution, and overrepresented sequences were evaluated using FastQC (Babraham Bioinformatics, UK). Adapter and low-quality sequences were trimmed using Trim Galore (Babraham Bioinformatics, UK) by specifying the RRBS option and discarding reads with <20 nucleotides.

### 2.5 Sequence alignment and extraction methylation calls

Cleaned RRBS sequences were aligned to the bovine reference genome using Bismark Bisulfite Mapper (Babraham Bioinformatics, UK). For this, the bovine reference genome (Bos_taurus.ARS-UCD1.2) was *in vitro* bisulfite converted (C->T and G->A) and indexed using bowtie2-build. Clean reads were aligned to the bisulfite converted reference genome using bowtie2 and the binary alignment map (BAM) files were generated. The BAM files were sorted and sequences from the same library were merged using the SAMtools command (Danecek et al., 2021). Four different BAM files were generated in each of the four experimental groups and methylation calls were obtained from merged BAM files using the Bismark methylation extractor script integrated with the Bismark Bisulfite Mapper (Babraham Bioinformatics, UK). Bismark coverage files were generated and used for downstream analysis.

### 2.6 Quantification of methylation calls and identification of differentially methylated CpG sites

Quantification of the methylation calls and identification of differentially methylated CpG sites (DMCGs) were done using the SeqMonk v1.48.0 tool (Babraham Bioinformatics, UK). In addition to the built-in bovine annotation genome (ARC-USD1.2 v96 assembly), bovine CpG islands, bovine CpG sites, exonic and intronic regions of genes and repetitive elements were imported into the SeqMonk tool. Probe definition was performed using the read position probe generator considering a minimum of 10 read counts per position and 1 valid position per window. Methylation quantitation in each CpG site was performed using bisulfite methylation over features quantification method considering a minimum of 10 counts per CpG site.

Differentially methylation analysis was done using the logistic regression statistical test for the replicates option of the SeqMonk v1.48.0 tool (Babraham Bioinformatics, UK). The methylation level (in percentage) was compared (4 biological replicates in each group) between treatment groups. Adjusted *p*-value cut-off <0.05 was considered for filtering differentially methylated CpG sites (DMCGs). The DMCGs were then annotated with respect to the CpG islands, gene body regions, repetitive elements [short interspersed nuclear elements (SINE), long interspersed nuclear elements (LINE), long terminal repeat elements (LTR), DNA repeat elements (DNA), simple repeats, low complexity repeats, satellite repeats, RNA repeats (rRNA)] and CpG islands, CpG shore, CpG shelf and Open sea.

### 2.7 Molecular pathway analysis

Molecular pathway enrichment analysis was done using g:profiler tool (Raudvere et al., 2019). For this, genes associated with DMCGs were uploaded to g:profiler and *bos taurus* was selected on the organisms’ dropdown menu. Pathway enrichment analysis was performed by considering all bovine gene lists available in the Ensembl database. Bonferroni *p*-value correction was used to identify significant Reactome and KEGG pathways.

## 3 Results

### 3.1 Raw and trimmed RRBS data

Sixteen reduced representation bisulfite sequencing (RRBS) libraries were prepared from four sample groups (CON_P, CON_noP, MET_P, and MET_noP). 

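The authors deposited a table with the percent methylation of single cytosine positions in each of the 16 libraries, without the counts of methylated and unmethylated calls. The endometrial cells were taken by cytobrush 4 to 8 h after artificial insemination on days 50 to 64 postpartum, and the cows were grouped by a pregnancy check on day 42 after insemination. Cows of the MET groups received RPM from day 12 postpartum. To make the table, the authors merged the sequencing runs of a library, aligned the trimmed reads to ARS-UCD1.2 with Bismark and quantified in SeqMonk the positions that reached a minimum read count. Each library was used as 1 replicate, which gave 4 libraries per group. The paper isolated DNA from 8 samples each of CON_P and MET_P and from 12 each of CON_noP and MET_noP. How many cows each library holds is not given, so the SD between libraries may not be one between single cows. Because the table holds percentages only, the depth at each site is unknown, and the logistic regression on counts with which the paper called DMCGs could not be repeated. In its place, each percentage was transformed to an M value, the log2 ratio of methylated to unmethylated percent after 1 percentage point was added to both. Each site was then tested with limma on the 8 libraries of a comparison, with Benjamini-Hochberg adjustment over all sites and a threshold of 0.05. On simulated data, 2000 sites of intermediate mean methylation were changed by a known amount. The test called 0 of them at 20, at 30 and at 40 percentage points and 1017 (50.8%) at 60 percentage points. Sites of low or high methylation were not changed, so the power of the test there is unknown. Measures with 1 value per library were compared by two-sided exact permutation tests, and 4 libraries against 4 cannot give an exact p under 0.0286.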

Each sample group was represented by four libraries. Each RRBS library was sequenced three times. The average bisulfite conversion in CON_P, CON_noP, and MET_P and MET_noP libraries was 98.5, 98.6, 98.6%, and 98.5%, respectively.

A total of 48 raw RRBS sequence data with 125 bp single-end sequences were generated. On average, 13.6, 17.5, 28.7, and 15.0 million reads were generated in each biological replicate of CON_P, CON_noP, MET_P, and MET_noP samples respectively. In terms of the number of bases (10^9^), 1.7, 2.2, 3.6, and 1.8 bases were generated in CON_P, CON_noP, MET_P, and MET_noP samples, respectively. The average GC content of the raw sequence data was 42.3, 41.4, 41.1, and 42.5% in CON_P, CON_noP, MET_P, and MET_noP samples, respectively. After adapter cleaning, 1.1, 1.4, 1.3, and 1.7 Giga base sequences remained for downstream analysis in each biological sample of CON_P, CON_noP, MET_P, and MET_noP samples, respectively. The average GC content of these sequences was 39.5, 38.8, 36.7, and 39.5 in CON_P, CON_noP, MET_P and MET_noP samples, respectively.

### 3.2 Genome-wide endometrial DNA methylation in postpartum cows that resulted in pregnancy and those ended up in no pregnancy

A 24%–35% (on average, 29%) of adapter-cleaned RRBS sequences were uniquely mapped to the bovine reference genome (Bos_taurus.ARS-UCD1.2). On average, 70160823, 97145565, 151232073, and 75931474 of the CpGs sites of the CON_P, CON_noP, MET_P, and MET_noP sample groups, respectively were mapped to 5.9, 6.8, 8.2, and 6.0 million cytosine positions (CpGs) of the bovine reference genome. The global methylation status of each group was evaluated by generating probes using the read position probe generator option of the SeqMonk tool. By considering 10 minimum read counts per position and 1 valid position per window, a total of 5,428,777 CpG sites were identified for downstream analysis. The average global methylation levels were 28.1 ± 6.8, 29.5 ± 6.6, 37.4% ± 2.1%, and 30.8% ± 4.0% in CON_P, CON_noP, MET_P, and MET_noP, respectively. However, after the CpG sites with no valid and zero values were discarded, the number of valid CpG sites was reduced to 199,395. 

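The deposited table held 199395 positions, each with a value in all libraries. They lay on 31 chromosomes, counting the mitochondrial genome with 13 sites, and 10346 were on chromosome X. An annotated gene was given for 127870 of the sites (64.1%), over 10781 genes. The lowest value in any library was 1%, and 5292 sites had a value from 1% to under 2% in at least 1 library. At a single site, the median SD between the libraries of a group was 5.85 percentage points in CON_P, 5.11 in CON_noP, 4.54 in MET_P and 5.25 in MET_noP.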

The average methylation levels in these valid CpG sites were 63.5 ± 1.5, 62.5 ± 1.0, 63.9 ± 0.5, and 63.8 ± 1.0% in CON_P, CON_noP, MET_P, and MET_noP, respectively. 

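Mean methylation over the sites of each library was 63.5% ± 1.47 (SD, n = 4) in CON_P and 62.5% ± 0.967 (SD, n = 4) in CON_noP, a difference of 0.914 percentage points (exact permutation test, p = 0.371). In MET_P it was 63.9% ± 0.524 (SD, n = 4) and in MET_noP 63.8% ± 0.978 (SD, n = 4), which differed by 0.052 percentage points (exact permutation test, p = 1). Between diets, MET_P was 0.438 percentage points above CON_P (exact permutation test, p = 0.543), and MET_noP was 1.30 percentage points above CON_noP (exact permutation test, p = 0.0857). Adjusted over the 16 comparisons of 1 value per library, the p of the exact test was 0.343 for the last of these and 0.831 or more for the others. The median over the sites in place of the mean moved the difference between MET_P and CON_P most, to 1.645 percentage points. With 1 library left out, the difference in the mean between MET_P and CON_P was 0.018 to 0.98 percentage points. It was then 0.373 to 1.334 between CON_P and CON_noP and 0.903 to 1.789 between MET_noP and CON_noP.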

Although the global average DNA methylation seems to be similar between groups (Supplementary Figure S1), the number of CpG sites with a methylation level >20% was relatively higher in cows that resulted in pregnancy, while the CpG sites with <20% methylation levels tended to be higher in both cows received either RPM supplementation or control diet become no pregnant (Supplementary Figure S1). This in turn suggests the presence of site-specific DNA methylation differences between the cow groups. 

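In CON_P, 80.7% ± 2.66 (SD, n = 4) of the sites had a methylation level above 20%, against 79.6% ± 1.59 (SD, n = 4) in CON_noP, and the difference of 1.06 percentage points lay within the spread of the libraries (exact permutation test, p = 0.486). The share was 81.4% ± 1.08 (SD, n = 4) in MET_P and 81.5% ± 2.85 (SD, n = 4) in MET_noP, a difference of -0.121 percentage points (exact permutation test, p = 0.943). With a level of 10% in place of 20%, the difference was 0.185 percentage points between CON_P and CON_noP and 0.806 between MET_P and MET_noP. At 20%, the difference between CON_P and CON_noP was 0.096 to 2.137 percentage points without 1 library. A single MET_noP library had 77.3%, and the other three 82.8% to 83.3%. The effect of the pregnancy outcome on this share differed between diets by -1.185 percentage points (exact permutation of the outcome within each diet, p = 0.588).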

Since the average global endometrial methylation pattern does not indicate real site-specific methylation differences between groups, we performed differential methylation analysis to identify hypermethylated and hypomethylated DNA methylation marks that could potentially be associated with the fertility of postpartum cows in the presence or absence of RPM supplementation. In the following subsequent sections, hypermethylation and hypomethylation refer to the relative increase and decrease of DNA methylation levels, respectively, in one experimental group compared to the other one.

### 3.3 Endometrial DNA methylation patterns associated with pregnancy establishment in postpartum dairy cows without RPM supplementation

Here we outlined the association between the endometrial DNA methylation landscape and the pregnancy outcomes using endometrial samples that were collected at the time of breeding in cows that resulted in pregnancy (CON_P) or resulted in no pregnancy (CON_noP). We identified a total of 1,958 differentially methylated CpG sites (DMCGs) between these two cow groups. 

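With limma, 0 sites had an adjusted p under 0.05 between CON_P and CON_noP, and the lowest adjusted p was 0.181. At an unadjusted p under 0.05 there were 7838 sites (3.93%). The alternative that moved the count most added 0.1 in place of 1 percentage point before the log ratio, and then 227 sites passed the threshold. At all of these, every library of 1 of the compared groups was at 100%, and their median absolute difference was 5.59 percentage points. Supplementary Tables S1 and S2 of the paper list 1661 different positions for this comparison, and all were in the deposited table with the listed difference. Of the listed positions, 264 (15.9%) had an unadjusted p under 0.05, and 0 passed when the adjustment was made over the list alone (lowest adjusted p 0.105). Their median absolute difference was 8.38 percentage points, beside a median SD between libraries of 5.25 in CON_P and 5.72 in CON_noP.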

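Of the sites at an unadjusted p under 0.05 between CON_P and CON_noP, 5038 (64.3%) were hypermethylated and 2800 hypomethylated in CON_P. After each library was centred on the same median M value, 55.7% of such sites were hypermethylated. Over all sites, 55.4% had a higher mean in CON_P. All CON_P libraries were above all CON_noP libraries at 2438 sites and below all of them at 1536, which is 1.99% of the sites where a random split of the libraries gives 2.86%. Among the positions in the supplementary lists of the paper, 91% had a positive difference. Outside the CpG islands on chromosomes 27, 18, 2 and 21, which held 1129 of them, the share was 73.9%.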

Among these, 88.9% of these CpG sites were found to be hypermethylated and 11.1% were hypomethylated in the CON_P compared to CON_noP cows (Figure 2A). Furthermore, 46.4% (*n* = 908 DMCGs) were located on chromosome 27 (Figure 2B) of which 890 DMCGs were located between 6217254 and 6225600 bp (Supplementary Figure S2).

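The region on chromosome 27 from 6217254 to 6225600 (ARS-UCD1.2) held 1223 of the valid sites. Averaged over these, methylation was 21.0% ± 3.425 (SD, n = 4) in CON_P and 14.6% ± 4.76 (SD, n = 4) in CON_noP. The difference of 6.43 percentage points was larger than the SD of either group, but their libraries overlapped (exact permutation test, p = 0.0857; adjusted p = 0.343 over the single-value comparisons). With libraries paired by sets of consecutive library numbers, a pairing chosen after the data were seen, CON_P was higher in 4 of 4 pairs, by 1.72 to 9.55 percentage points (exact sign-flip test, p = 0.125, the smallest that 4 pairs allow). At 1206 of the sites (98.6%) the mean was higher in CON_P, 27 sites had an unadjusted p under 0.05 in limma, and 0 passed after adjustment. The sites come from the same libraries and are not independent observations. With each library left out in turn, the difference lay between 4.86 and 8.52 percentage points. From the DMCGs located there, the paper proposes that the methylation level of the region might be associated with the fertility of postpartum cows at the time of breeding.

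**Figure D1:**
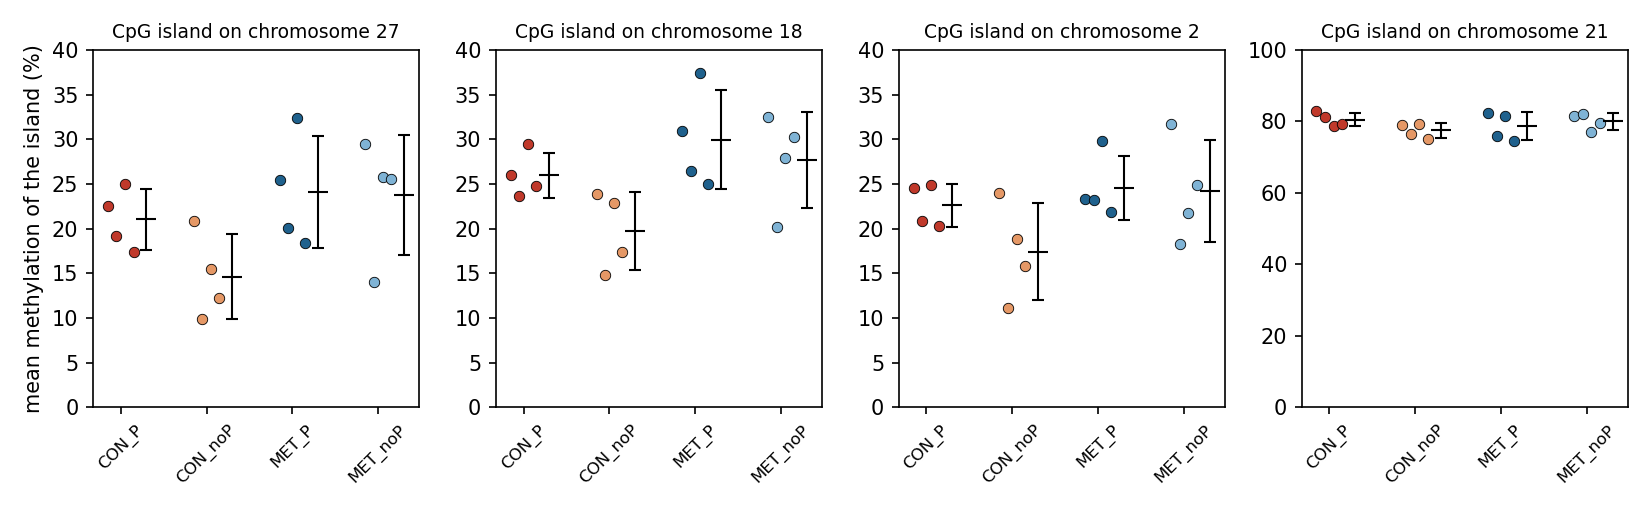
Mean methylation (%) of the CpG islands on chromosomes 27, 18, 2 and 21 in each library (points) by group, with the group mean and SD (bars, n = 4). On chromosome 27, CON_P lies between 17.4% and 25.0%, CON_noP between 9.89% and 20.9%, MET_P between 18.4% and 32.4%, and MET_noP between 14.0% and 29.5%.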

**FIGURE 2:**
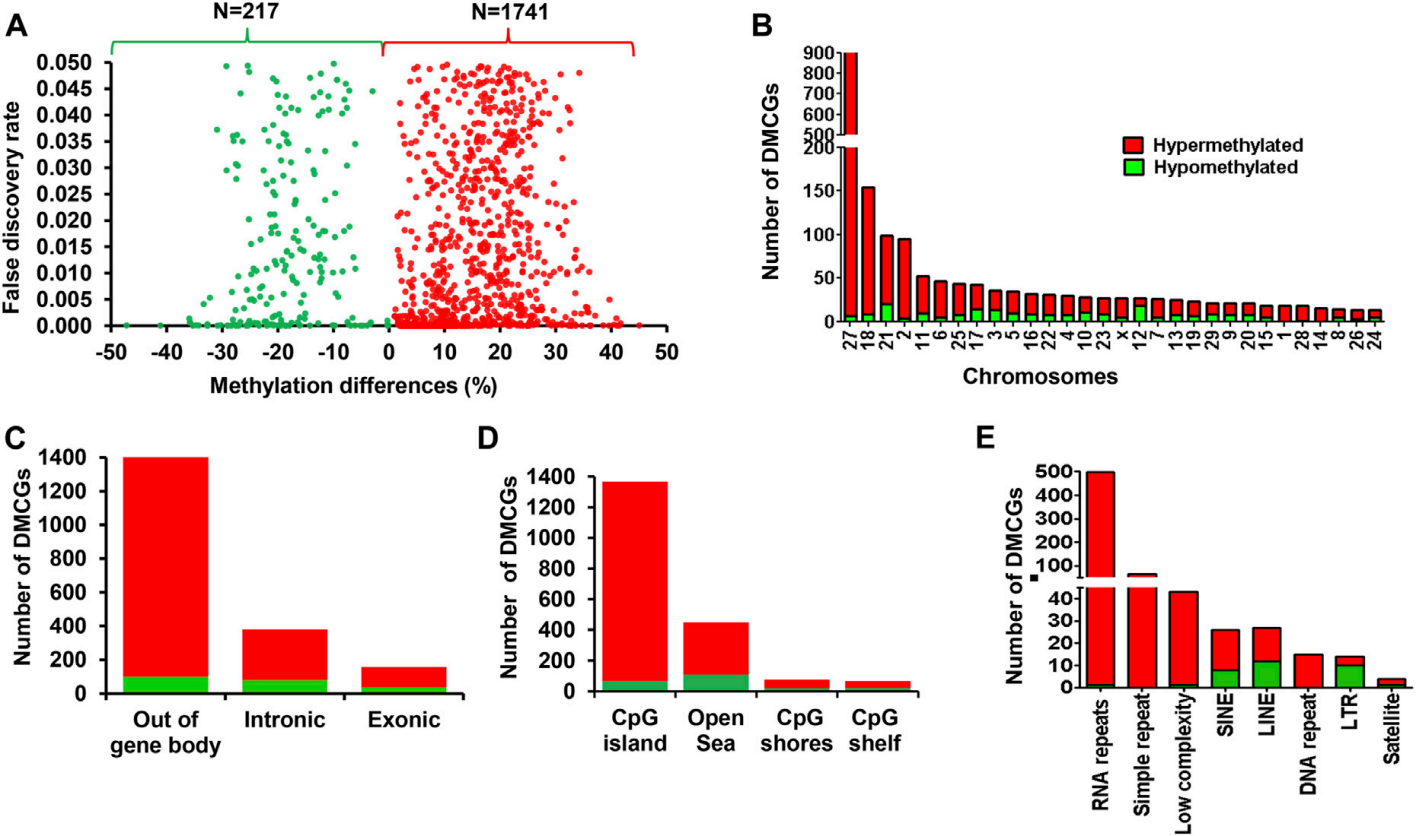
Differentially methylated CpG sites between the CON_P and CON_noP groups. **(A)** Volcano plot showing the methylation levels of hypermethylated CpGs (red dots) and hypomethylated CpGs (green dots) in CON_P compared to the CON_noP group. **(B)** Chromosomal distribution of differentially methylated CpG sites. The number and methylation patterns of differentially methylated CpG sites located on the gene body and out of the gene body regions **(C)**, CpG islands, CpG shores, CpG shelf and Open Sea **(D)** and different types of repetitive elements **(E)**. Red and green dots or bars represent hypermethylated and hypomethylated CpG sites, respectively.

To gain a deeper insight into the methylation patterns of various genomic features that could potentially be associated with pregnancy outcome, we analysed the DMCGs located on gene body regions, CpG islands and repetitive elements. The results showed that while 27% of these DMCGs were located within gene body regions (exonic and intronic), 73% of the DMCGs were located outside of gene body regions (Figure 2C). 

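An annotated gene was given at 67.3% of the sites with an unadjusted p under 0.05 between CON_P and CON_noP, and 64.2% of those were hypermethylated in CON_P. The deposited table does not separate exons from introns. Supplementary Table S2 of the paper marks 157 of its positions as exonic and 380 as intronic, and the libraries of CON_P and CON_noP did not overlap at 96 of them.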

With respect to the CpG islands (CGI), 69.8% of DMCGs were located on CGI and 22.9, 3.8%, and 3.4% of DMCGs were located on Open Sea, CpG shore and CpG shelf, respectively (Figure 2D). Among those located on CGI, a total of 892, 108, 79, and 58 DMCGs overlapped with four CGIs, namely oe = 1.12 (chr27:6217254–6225600 bp), oe = 1.08 (chr18:59225247–59226010 bp), oe = 1.13 (chr2:121571599–121575924 bp) and oe = 0.78 (chr21:33002605–3302896 bp), respectively (Supplementary Table S1). In addition, 675 DMCGs were overlapped with different classes of repetitive elements (RE), and 98%–100% of DMCGs overlapped with rRNA repetitive elements, simple repeats, low complexity and DNA repeats and 56%–75% of the DMCGs overlapped with LINE, SINE and satellite were hypermethylated in CON_P compared to CON_noP cows. In contrast, the proportion of hypomethylated DMCGs overlapped on the LTR outpaced the hypermethylated ones (Figure 2E).

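The CpG island on chromosome 18 from 59225247 to 59226010 held 158 valid sites. Its mean methylation was 26.0% ± 2.54 (SD, n = 4) in CON_P and 19.8% ± 4.35 (SD, n = 4) in CON_noP, a difference of 6.21 percentage points (exact permutation test, p = 0.0571). With the median over its sites in place of the mean, the difference was 6.90 percentage points and the exact permutation p was 0.0286, the smallest that this number of libraries allows. The island on chromosome 2 that ends at 121575924 held 146 sites, with 22.6% ± 2.43 (SD, n = 4) in CON_P and 17.4% ± 5.40 (SD, n = 4) in CON_noP (exact permutation test, p = 0.114). On chromosome 21, 120 valid sites lay in the island that starts at 33002605, with 80.5% ± 1.88 (SD, n = 4) in CON_P and 77.5% ± 2.06 (SD, n = 4) in CON_noP (exact permutation test, p = 0.143). Adjusted over the single-value comparisons, the p-values were 0.343, 0.366 and 0.381 from these exact tests. Paired by sets of consecutive library numbers, CON_P was higher in 4, 4 and 3 of 4 pairs (exact sign-flip test, p = 0.125, 0.125 and 0.25). The mean was higher in CON_P at 154, 140 and 93 sites of the islands, in the same order.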

### 3.4 Genes associated with differentially methylated CpG sites between cows that resulted in pregnancy and no pregnancy without RPM supplementation

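By their mean over all their sites, 8719 genes with at least 2 valid sites were tested with limma between CON_P and CON_noP. An adjusted p under 0.05 was found for 0 genes (lowest adjusted p 0.413), and 305 genes had an unadjusted p under 0.05, 188 of them with a higher mean in CON_P. The count past the threshold was also 0 over the 5726 genes with at least 5 sites and on untransformed percentages.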

Among the 1,958 DMCGs identified in CON_P vs. CON_noP groups, 537 DMCGs were overlapped with 313 annotated genes (Figure 3A; Supplementary Table S2). Pathway analysis indicted those genes associated with either hypermethylated or hypomethylated CpG sites was involved in various signaling pathways including signal transduction, signalling by GPCR, G alpha (q) signalling events and other pathways including Cushing syndrome, alderstonen synthesis and secretion and eicosanoid pathways (Figure 3B; Supplementary Table S3). Moreover, among differentially methylated genes, methylation level of *LMTK3, TMEM170A, PRDM16, ZNF414, SLC22A1, CRTAC1, RNF186, SUSD5,* and *ANKRD53* was significantly increased (33%–41%), while the methylation level of *RBM19, TPST2,* and *SYT2* genes was significantly decreased (32.2%–35.8%) in the CON_P compared to CON_noP groups (Table 1; Supplementary Table S2). In addition, 76 of the 305 differentially methylated genes were differentially methylated in ≥2 CpG sites. 

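The LMTK3 site (ENSBTAG00000012016, chromosome 18, position 55167604, listed as exonic) had a methylation level of 89.7% ± 11.85 (SD, n = 4) in CON_P and 48.65% ± 6.2 (SD, n = 4) in CON_noP. The groups did not overlap (exact permutation test, p = 0.0286), the difference was 3.59 on the M scale with a standard error of 0.73, and the adjusted p from limma was 0.557. The only valid site of TMEM170A (ENSBTAG00000015428, chromosome 18, position 2812034, listed as intronic) had 97.4% ± 5.26 (SD, n = 4) in CON_P and 57.6% ± 18.4 (SD, n = 4) in CON_noP, also without overlap, with an adjusted p of 0.28. At the PRDM16 site (ENSBTAG00000018965, chromosome 16, position 49593826, listed as intronic), the difference was 38.6 percentage points, from 33.3% ± 7.11 (SD, n = 4) in CON_noP to 71.9% ± 21.2 (SD, n = 4) in CON_P. The RBM19 site (ENSBTAG00000031824, chromosome 17, position 60718681, listed as intronic) had 26.5% ± 11.9 (SD, n = 4) in CON_P and 62.25% ± 14.3 (SD, n = 4) in CON_noP. The TPST2 site (ENSBTAG00000010368, chromosome 17, position 66200651, listed as exonic) had 43.1% ± 16.1 (SD, n = 4) in CON_P and 75.7% ± 15.6 (SD, n = 4) in CON_noP, and the libraries overlapped (exact permutation test, p = 0.0857). The SYT2 site (ENSBTAG00000047648, chromosome 16, position 80090111, listed as intronic) ranged from 12.5% to 55% in CON_P and from 57.1% to 79.2% in CON_noP. For PRDM16, RBM19, TPST2 and SYT2, the adjusted p was 1. Between MET_P and MET_noP, the differences at these sites were 11.0, -2.12, -8.25, 17.8, 12.2 and 3.31 percentage points, in the order given. The libraries of CON_P and CON_noP did not overlap at 12 of the 20 sites of Table 1. Averaged over all valid sites of the gene, 15 of 18 genes of Table 1 differed in the direction of their listed site, and PRDM16, SYT2 and TPST2 in the other. That mean includes the listed site, and without the positions of the paper's lists 15 of 18 genes differed in that direction. The other sites come from the same libraries, and 55.4% of all sites had a higher mean in CON_P. This count is therefore no independent support for the listed directions. Of RBM19, TPST2 and SYT2, listed as hypomethylated, only RBM19 had a lower gene mean in CON_P.

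**Figure D2:**
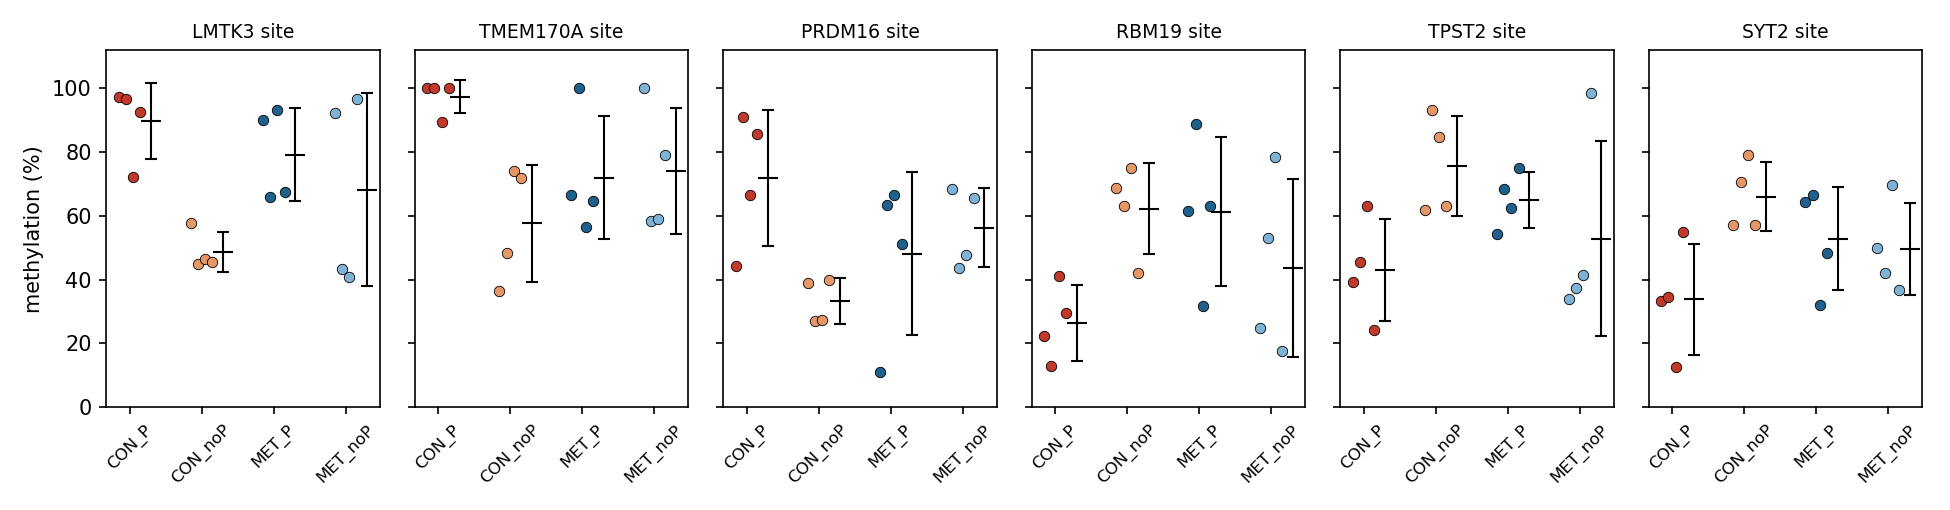
Methylation (%) at the sites of LMTK3, TMEM170A, PRDM16, RBM19, TPST2 and SYT2 in each library (points) by group, with the group mean and SD (bars, n = 4). At the LMTK3 site, CON_P lies between 72.2% and 97.3% and CON_noP between 44.8% and 57.9%.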

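At an unadjusted p under 0.05 between CON_P and CON_noP, 5272 sites lay in 2781 genes. Of these genes, 1090 had at least 2 such sites, and 678 at least 2 that were hypermethylated in CON_P.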

For instance, the gene that is associated with a novel transcript (*ENSBTAT00000081135.1*) was Differntially methylated in 62 CpG sites. Similarly, *RF00002 (*5.8S ribosomal RNA), *ADAP1, ZNF75D, RSPH6A, KLHL35, ENTPD8, DPP6,* and *ABLIM2* were differentially methylted in 5 to 13 CpG sites (Supplementary Table S2).

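RF00002 had 31 valid sites, all within the CpG island on chromosome 27, and all had a higher mean in CON_P. Their mean was 27.1% ± 4.4 (SD, n = 4) in CON_P and 20.3% ± 6.82 (SD, n = 4) in CON_noP, and 0 sites had an unadjusted p under 0.05 in limma. The gene ENSBTAG00000051364 on chromosome 2 had 136 valid sites, of which 128 had a higher mean in CON_P. Averaged over the sites of the gene, CON_P exceeded CON_noP by 9.29 percentage points in RSPH6A (19 sites), 8.21 in KLHL35 (41 sites), 6.52 in ENTPD8 (20 sites), 4.38 in ADAP1 (70 sites) and 2.14 in DPP6 (188 sites). Over all genes tested with limma, the adjusted p of each of these was 1.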

**FIGURE 3:**
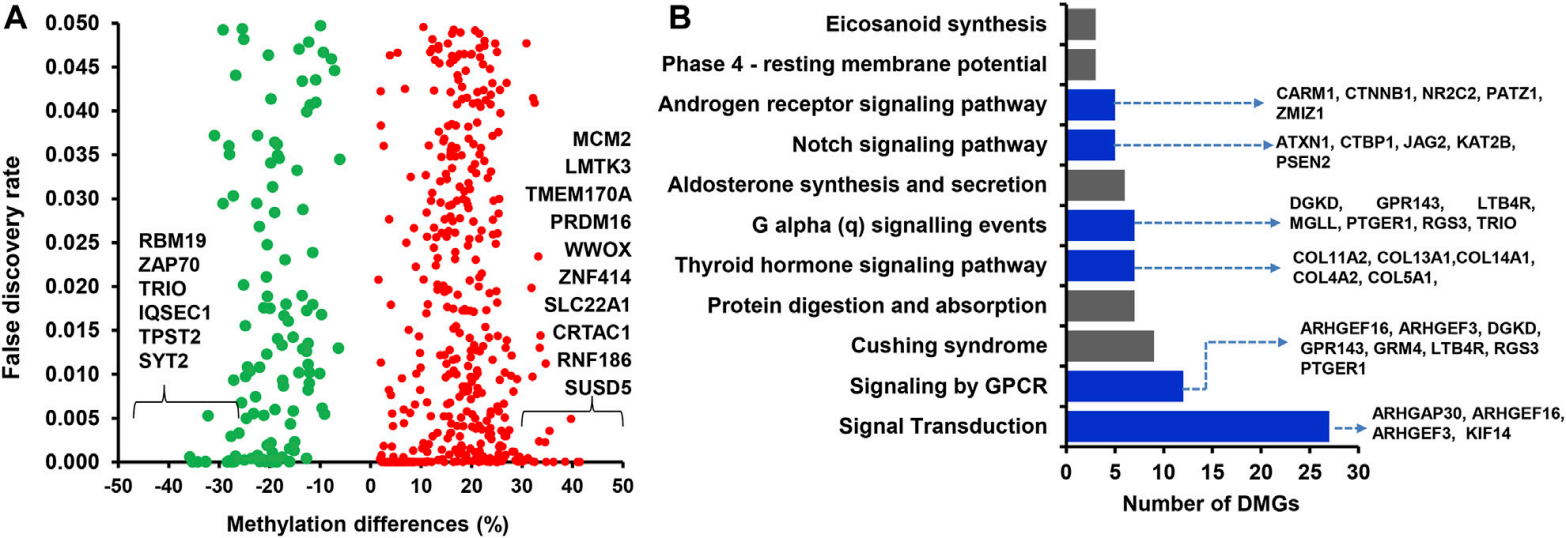
**(A)** Volcano plot displaying the methylation levels of hypermethylated (red dot) and hypomethylated (green dots) CpG sites associated with annotated genes in CON_P compared to the CON_noP group. Red and green dots represent hypermethylated and hypomethylated CpG sites, respectively. **(B)** Functional annotation of genes associated with differentially methylated CpG sites between CON_P and CON_noP. Blue bars indicate the signalling pathways. DMGs; Differentially methylated genes.

**TABLE 1:** Differentially methylated genes with ≥30% difference between CON_P and CON_noP.

Symbol	Description	Differences (%)	FDR
*LMTK3*	Lemur tyrosine kinase 3	41.0	0.000
*TMEM170A*	Transmembrane protein 170A	39.7	0.005
*PRDM16*	PR/SET domain 16	38.6	0.000
*ZNF414*	Zinc finger protein 414	35.5	0.004
*SLC22A1*	Solute carrier family 22 member 1	34.7	0.011
*CRTAC1*	Cartilage acidic protein 1	34.6	0.002
*RNF186*	Ring Finger Protein 186	33.7	0.014
*SUSD5*	Sushi domain containing 5	33.4	0.002
*ANKRD53*	Ankyrin repeat domain 53	33.3	0.023
*ARHGEF3*	Rho guanine nucleotide exchange factor 3	32.6	0.000
*CASZ1*	Castor zinc finger 1	32.5	0.041
*UROS*	Uroporphyrinogen III synthase	32.2	0.000
*ZNF775*	Zinc finger protein 775	32.2	0.041
*CARM1*	Coactivator associated arginine methyltransferase 1	32.1	0.010
*ANKRD53*	Ankyrin repeat domain 53	30.9	0.048
*DUSP18*	Dual specificity phosphatase 18	30.5	0.000
*AFF3*	Af4/fmr2 family member 3	30.3	0.000
*SYT2*	Synaptotagmin 2	−32.2	0.005
*TPST2*	Tyrosylprotein sulfotransferase 2	−32.6	0.000
*RBM19*	RNA binding motif protein 19	−35.8	0.001

### 3.5 Endometrial DNA methylation patterns in postpartum cows that resulted in pregnancy and no pregnancy after RPM supplementation

To clarify the effect of methionine supplementation on the endometrial epigenome profile in relation to pregnancy outcome, we investigated the endometrial DNA methylome profile of postpartum dairy cows supplemented with RPM that subsequently resulted in pregnancy (MET_P) or resulted in no pregnancy (MET_noP). In this regard, 3,430 DMCGs were identified, of which 48.2% (*n* = 1,653) and 51.8% (*n* = 1,777) were hypermethylated and hypomethylated, respectively in MET_P compared to MET_noP cows (Figure 4A). These DMCGs were distributed over all chromosomes (Figure 4B), but relatively a higher proportion (*n* = 592, 18.7%) of DMCGs were located on chr27:6217254–6225600 bp. 

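Between MET_P and MET_noP, 0 sites had an adjusted p under 0.05 in limma, with a lowest adjusted p of 0.0946. At an unadjusted p under 0.05 there were 10212 sites (5.12%), of which 5134 (50.3%) were hypermethylated and 5078 hypomethylated in MET_P. After each library was centred on the same median M value, 42.9% of such sites were hypermethylated. The libraries of the groups did not overlap at 5776 sites (2.9%). With 0.1 percentage points added before the log ratio, 282 sites passed the threshold, and at 281 of them every library of 1 group was at 100%.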

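In the region on chromosome 27, mean methylation was 24.1% ± 6.30 (SD, n = 4) in MET_P and 23.7% ± 6.72 (SD, n = 4) in MET_noP. The difference of 0.373 percentage points was within the spread of the libraries (exact permutation test, p = 0.971). At 718 of the sites (58.7%) the mean was higher in MET_P, and 7 sites had an unadjusted p under 0.05 in limma. With 1 library left out, the difference ranged from -2.86 to 2.31 percentage points. Between diets, the effect of the pregnancy outcome on the region differed by -6.06 percentage points (exact permutation of the outcome within each diet, p = 0.289).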

The proportion of hypermethylated DMCGs outpaced the proportion of hypomethylated ones by more than two folds on chromosomes, 26, 21, 16, 12, and 11. Conversely, on chromosomes X, 18, 24, and 28, the hypomethylated DMCGs outpaced the hypermethylated ones by more than two folds (Figure 4B).

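At an unadjusted p under 0.05, the ratio of sites hypomethylated in MET_P to sites hypermethylated in MET_P was 1.28 on chromosome 26, 1.28 on chromosome 21, 1.03 on chromosome 16, 1.07 on chromosome 12 and 1.17 on chromosome 11. The ratio of hypermethylated to hypomethylated sites was 3.26 on chromosome X, with 290 and 89 sites, 1 on chromosome 18, 1 on chromosome 24 and 0.91 on chromosome 28. Averaged over the sites of chromosome X, methylation was 43.8% ± 1.46 (SD, n = 4) in MET_P and 41.7% ± 2 (SD, n = 4) in MET_noP (exact permutation test, p = 0.2).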

**FIGURE 4:**
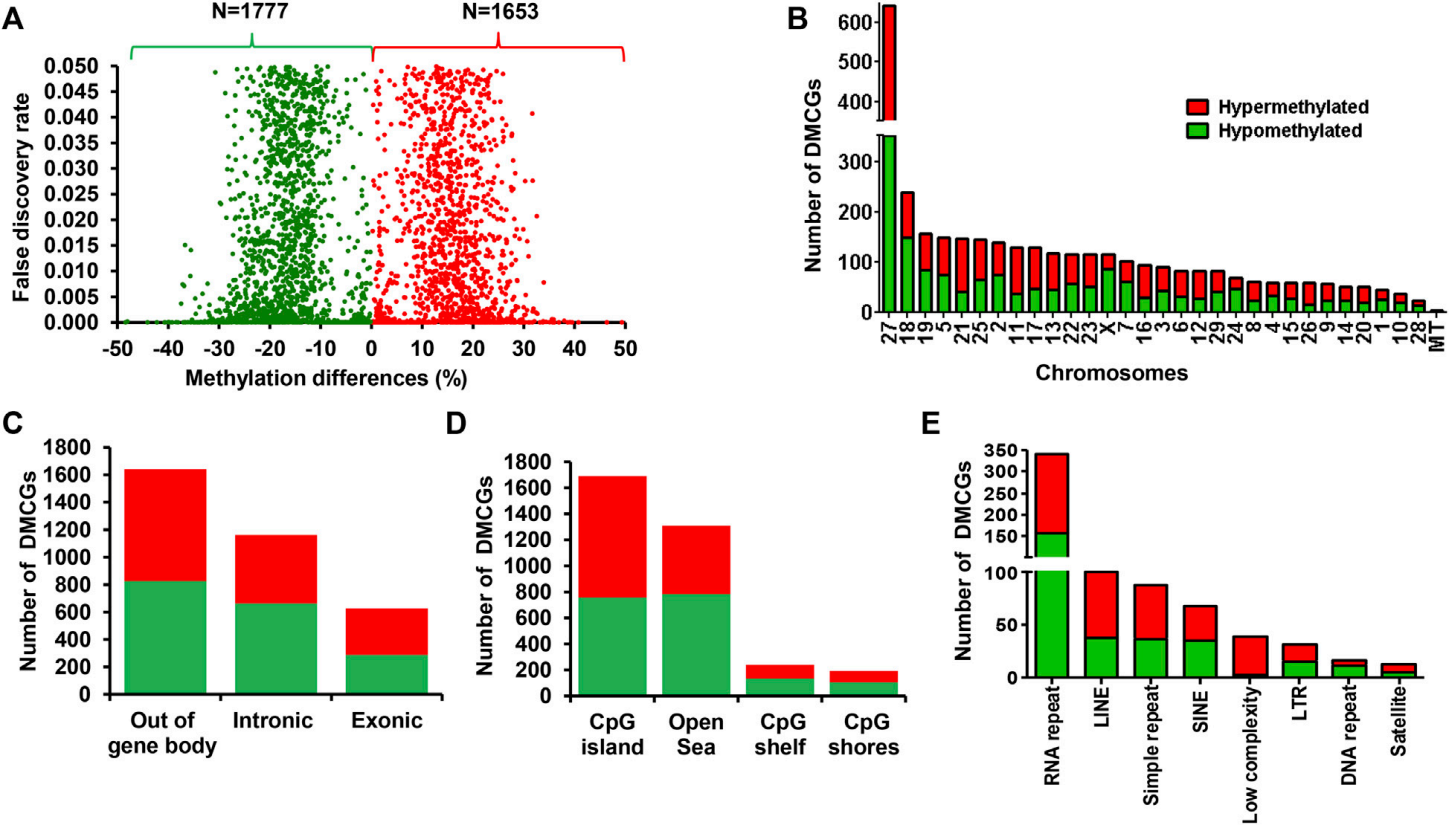
Differentially methylated CpG sites between the MET_P and MET_noP groups. **(A)** Volcano plot displaying the hypermethylated (red dots) and hypomethylated CpG sites (green dots) in MET_P compared to the MET_noP group. **(B)** Chromosomal distribution of differentially methylated CpG sites. The number and methylation patterns of differentially methylated CpG sites located on the gene body and out of the gene body regions **(C)**, CpG islands, CpG shores, CpG shelf and Open Sea **(D)** and different types of repetitive elements **(E)**. Red and green dots or bars represent hypermethylated and hypomethylated CpG sites, respectively.

Further analysis of the DMCGs with respect to overlapping genes indicated that 52% of these DMCGs were located in gene body regions, while 48% were located out of gene body regions (Figure 4C). 

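An annotated gene was given at 68.4% of the sites with an unadjusted p under 0.05 between MET_P and MET_noP. Of these 6981 sites, which lay in 3299 genes, 50.5% were hypermethylated in MET_P.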

A closer inspection into these gene body methylation patterns revealed relatively higher numbers of hypomethylated CpG sites within intronic regions, whereas the proportion of hypermethylated and hypomethylated CpG sites was nearly equal for DMCGs located within exonic regions or off the gene body regions. Similarly, analysis with the context of CpG islands (CGI), CpG shore, CpG shelf and open sea regions (Figure 4D) indicated that 49.2% (*n* = 1,690) of DMCGs were overlapped with CGI. Of these 594, 85 and 74 DMCGs were overlapped with oe = 1.12 (chr27: 6217254–6225600), oe = 1.08 (ch18: 59225247–59226010) and oe = 1.13 (ch2: 121571592–121575924) CpG islands, respectively (Supplementary Table S4). In addition to CGI, 698 DMCGs were found to be mapped to different classes of RE (Figure 4E).

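The CpG island on chromosome 18 had a mean methylation of 30.0% ± 5.56 (SD, n = 4) in MET_P and 27.7% ± 5.36 (SD, n = 4) in MET_noP (exact permutation test, p = 0.629). On chromosome 2, the island had 24.5% ± 3.57 (SD, n = 4) in MET_P and 24.2% ± 5.69 (SD, n = 4) in MET_noP (exact permutation test, p = 0.971). The mean was higher in MET_P at 122 sites of the former (77.2%) and 77 of the latter (52.7%). On chromosome 21, the values were 78.7% ± 3.93 (SD, n = 4) in MET_P and 80.1% ± 2.40 (SD, n = 4) in MET_noP, a difference of -1.41 percentage points (exact permutation test, p = 0.571).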

### 3.6 Differentially methylated genes between postpartum cows that resulted in pregnancy and no pregnancy after RPM supplementation

Among 3,430 differentially methylated CpG sites between the MET_P and MET_noP cows, 1,781 DMCGs were overlapped with 890 genes (Figure 5A; Supplementary Table S5). 

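Supplementary Tables S4 and S5, as far as they could be read, list 2737 different positions, and the difference of the group means at each was the listed one. Of these, 1051 (38.4%) had an unadjusted p under 0.05 in limma, and 0 passed when the adjustment was made over the list alone (lowest adjusted p 0.0825). The libraries of MET_P and MET_noP did not overlap at 601 positions. The median absolute difference was 14.5 percentage points, beside a median SD between libraries of 7.21 in MET_P and 9.25 in MET_noP. At gene level, 0 genes had an adjusted p under 0.05 (lowest adjusted p 0.609), and 487 had an unadjusted p under 0.05, 320 of them with a higher mean in MET_P.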

Of these, the methylation level of *AFF3, VOPP1, ERG, SLC2A11, PXDN, DTX4,* and *BMP2K* genes was increased by 35%–49% while the methylation level of genes including C*CDC151, CDC42BPA, FLNB, SLC4A3, TPO,* and *TRAF3IP1* was decreased by 35%–48% in MET_P compared to the MET_noP cows (Table 2). 

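At the AFF3 site (ENSBTAG00000012449, chromosome 11, position 4975503), methylation was 76.1% ± 32.7 (SD, n = 4) in MET_P and 26.7% ± 3.62 (SD, n = 4) in MET_noP. A MET_P library at 27.5% lay within the MET_noP range (exact permutation test, p = 0.0857), and the adjusted p from limma was 0.89. The SLC2A11 site (ENSBTAG00000018647, chromosome 17, position 71277612) had 87.0% ± 21.7 (SD, n = 4) in MET_P and 46.15% ± 8.37 (SD, n = 4) in MET_noP (exact permutation test, p = 0.0571). The VOPP1 site (ENSBTAG00000012073, chromosome 22, position 692881) had 92.1% ± 2.49 (SD, n = 4) in MET_P and 55.1% ± 21.25 (SD, n = 4) in MET_noP without overlap (exact permutation test, p = 0.0286), and the difference was 3.14 on the M scale with a standard error of 0.64 and an adjusted p of 0.457. The CDC42BPA site (ENSBTAG00000022777, chromosome 16, position 29964920) ranged from 3.17% to 32.9% in MET_P and from 27.8% to 96.3% in MET_noP. Between CON_P and CON_noP, the differences at these sites were 30.3, 12.1, -19.5 and 10.6 percentage points, in the order given. The libraries of MET_P and MET_noP did not overlap at 16 of the 36 sites of Table 2. Averaged over the sites of the gene, 30 of 34 genes of Table 2 differed in the direction of their listed site, which is part of this mean, and 20 of 34 did so without the positions of the paper's lists that could be read.

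**Figure D3:**
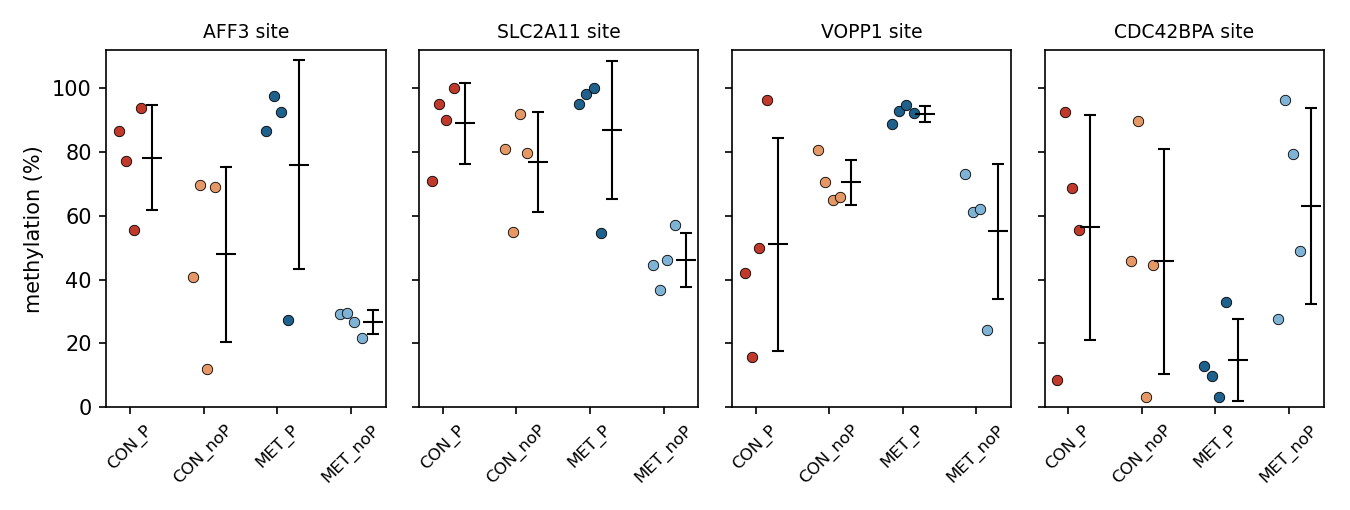
Methylation (%) at the sites of AFF3, SLC2A11, VOPP1 and CDC42BPA in each library (points) by group, with the group mean and SD (bars, n = 4). At the VOPP1 site, MET_P lies between 88.7% and 94.6% and MET_noP between 24.3% and 73.0%.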

Considering the frequency of DMCGs, 325 genes exhibited differential methylation in more than 2 CpG sites (Supplementary Table S5). 

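At least 2 sites with an unadjusted p under 0.05 between MET_P and MET_noP lay in 1407 genes, and 683 genes had at least 2 that were hypermethylated in MET_P.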

For instance, the methylation pattern of *SPRED3, RAP1B, BCR, SBK1* and *IFFO1* was increased in 10–27 CpG sites. Vice versa, the methylation level of genes including, *RF00001, UBE2E20, PRAME, FBXO41,* and *TSHZ2* was decreased in 8–10 CpG sites (Supplementary Table S5). 

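Averaged over the valid sites of the gene, MET_P exceeded MET_noP by 19.4 percentage points in RAP1B (24 sites), 16.1 in SPRED3 (55 sites), 15.55 in SBK1 (33 sites) and 10.5 in IFFO1 (24 sites). BCR, with 197 sites, differed by -0.04 percentage points. The differences were -10.2 percentage points in PRAME (29 sites), -4.57 in FBXO41 (34 sites), -2.72 in TSHZ2 (80 sites) and -2.24 in UBE2E2 (140 sites). The 32 sites annotated as RF00001 belong to several genes, and 21 of them had a lower mean in MET_P. The lowest adjusted p of the genes named here was 0.81 in limma over all genes.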

Interestingly, genes associated with either hypermethylated or hypomethylated DMCGs were subjected to pathway analysis. These genes are involved in various key developmental and signal pathways including signal transduction, Rap1 signalling, WNT-signalling, focal adhesion, ECM receptor interaction, Hemostasis and collagen formation (Figure 5B; Supplementary Table S6).

**FIGURE 5:**
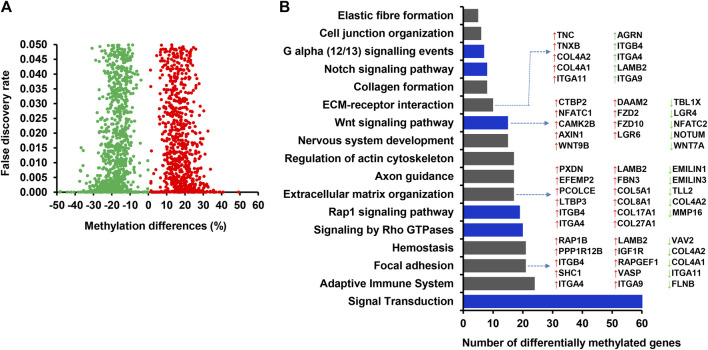
**(A)** Volcano plot showing the number of hypermethylated (red dot) and hypomethylated (green dots) CpG sites associated with annotated genes in MET_P compared to MET_noP. **(B)** Functional annotation of differentially methylated genes identified in MET_P vs. MET_noP. Blue bars indicated signalling pathways. Red and green dots represent hypermethylated and hypomethylated CpG sites, respectively. Arrows: ↑ and ↓ on the left side of the gene symbols indicate hypermethylation and hypomethylation, respectively.

**TABLE 2:** Differentially methylated genes with ≥30% increase or decrease in MET_P compared to MET_noP.

Gene symbol	Description	Methylation differences (%)	FDR
*AFF3*	AF4/FMR2 family member 3	49.3	0.000
*SLC2A11*	Solute carrier family 2 member 11	40.8	0.000
*DTX4*	Deltex e3 ubiquitin ligase 4	39.2	0.000
*BMP2K*	BMP2 inducible kinase	38.7	0.000
*VOPP1*	VOPP1, WBP1/VOPP1 family member	37.0	0.000
*PXDN*	Peroxidasin	35.7	0.000
*ERG*	ETS transcription factor ERG	35.1	0.000
*EGR3*	Early growth response 3	33.9	0.000
*NUBP2*	Nucleotide binding protein 2	33.8	0.000
*APLN*	apelin	32.7	0.002
*EFEMP2*	EGF containing fibulin extracellular matrix protein 2	32.6	0.021
*DST*	Dystonin	32.1	0.000
*ASB1*	Ankyrin repeat and SOCS box containing 1	−30.1	0.000
*CNIH3*	Cornichon family AMPA receptor auxiliary protein 3	−30.7	0.049
*PRG3*	Proteoglycan 3	−30.8	0.000
*MXRA5*	Matrix remodeling associated 5	−30.8	0.000
*PASK*	PAS domain containing serine/threonine kinase	−30.9	0.000
*EEPD1*	Endonuclease/exonuclease/phosphatase family domain containing 1	−31.2	0.001
*RTL6*	Retrotransposon gag like 6	−31.3	0.000
*TPCN1*	Two pore segment channel 1	−31.6	0.000
*ITGA11*	Integrin subunit alpha 11	−31.8	0.003
*RNF39*	Ring finger protein 39	−31.8	0.001
*PACS2*	Phosphofurin acidic cluster sorting protein 2	−32	0.002
*SMTN*	Smoothelin	−32.9	0.000
*THAP4*	THAP domain containing 4	−33.8	0.000
*OSBPL10*	Oxysterol binding protein like 10	−33.9	0.000
*MMP16*	Matrix metallopeptidase 16	−34.2	0.000
*TEAD4*	TEA domain transcription factor 4	−34.6	0.000
*SLC4A3*	Solute carrier family 4 member 3	−35.3	0.001
*TRAF3IP1*	TRAF3 interacting protein 1	−35.5	0.014
*FAM20C*	FAM20C, golgi associated secretory pathway kinase	−36.6	0.000
*FLNB*	Filamin B	−36.7	0.000
*CCDC151*	Coiled-coil domain containing 151	−37.1	0.007
*ENO1*	Enolase 1	−40.6	0.000
*TPO*	Thyroid peroxidase	−42.2	0.000
*CDC42BPA*	CDC42 binding protein kinase alpha	−48.4	0.000

### 3.7 Endometrial DNA methylation patterns associated with pregnancy establishment in postpartum cows fed with a control diet and supplemented with RPM

Once we investigated the endometrial DNA methylation landscape in relation to subsequent pregnancy outcomes in cows fed a control diet (CON_P vs. CON_noP) or received RPM twice daily (MET_P vs. MET_noP), we analysed the common DMCGs in both comparisons. With this respect, the methylation profiles plotted in 20 Mbp windows showed the presence of common DMCGs in cows that resulted in pregnancy compared to those that resulted in no pregnancy in both feeding groups (Figure 6A). 

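With a threshold of an unadjusted p under 0.05, 517 sites were shared by CON_P vs. CON_noP and MET_P vs. MET_noP, where independent sets of the same sizes would share 401 on average. That average takes every site as equally likely to pass. The shared number was not compared with random groupings of the libraries, so the excess was not tested. These were 6.6% of the sites of the former comparison and 5.1% of those of the latter. Of the shared sites, 123 were hypermethylated in both CON_P and MET_P, 90 were hypomethylated in both, and 304 went in opposite directions.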

Interestingly, 44.7% of DMCGs identified in CON_P vs. CON_noP were also differentially methylated between the MET_P and MET_noP cows. Likewise, 25.6% of DMCGs identified in MET_P vs. MET_noP cows were also differentially methylated between CON_P and CON_noP cows (Figure 6B). Of commonly detected DMCGS, 414 and 23 were hypermethylated and hypomethylated in both CON_P and MET_P cows, respectively compared to their counterparts. 

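The supplementary lists of the paper, as far as they could be read, shared 814 positions, of which 391 were hypermethylated and 18 hypomethylated in both CON_P and MET_P. At 384 positions methylation was higher in CON_P and lower in MET_P than in the group without pregnancy, and at 21 the reverse. Outside the CpG islands on chromosomes 27, 18, 2 and 21, 115 positions were shared, 13 hypermethylated in both, 12 hypomethylated in both, 73 higher in CON_P and lower in MET_P, and 17 the reverse. Across all valid sites, which are not independent replicates, the CON_P minus CON_noP and MET_P minus MET_noP differences had a Pearson r of -0.18 and a Spearman rho of -0.14.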

Interestingly, 289 DMGCs were localized only on chromosome 27 (Supplementary Figure S3) between 6,219.5 and 6,225.2 kb (Supplementary Figure S4). 

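In this part of chromosome 27, 481 positions were listed for both comparisons. Of these, 288 had a higher mean in both CON_P and MET_P, 192 a higher mean in CON_P and a lower one in MET_P, and 1 the reverse.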

With respect to genes, we identified 149 commonly differentially methylated genes between the CON_P and CON_noP cows as well as between the MET_P and MET_noP cows (Figure 7; Supplementary Table S7). 

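Supplementary Tables S2 and S5, as far as they could be read, shared 146 genes, and in 72 of them at least 1 position was listed in both. At gene level, 24 genes had an unadjusted p under 0.05 in limma in both comparisons, where independent sets would share 17 on average, an excess that was not tested either. Of these, 5 had a higher mean in both CON_P and MET_P, 3 a lower mean in both, and 16 went in opposite directions.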

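AGO2 (ENSBTAG00000001579) had different listed sites in the 2 diets. Its site at position 3077819 on chromosome 14 differed by 17.45 percentage points between CON_P and CON_noP (exact permutation test, p = 0.143) and by -11.2 between MET_P and MET_noP. The AGO2 site at position 3067516 had 76.5% ± 6.16 (SD, n = 4) in MET_P and 48.35% ± 10.2 (SD, n = 4) in MET_noP, without overlap, and differed by -2.66 percentage points in the control diet. For RGS3 (ENSBTAG00000004499, chromosome 8), the site at position 102759702 differed by 19.7 percentage points in the control diet and -2.19 with RPM, and the site at 102738525 by 5.33 and 25.5. The COL4A2 (ENSBTAG00000025210, chromosome 12) site at position 85148901 had 51.35% ± 40.25 (SD, n = 4) in CON_P and 71.95% ± 20.8 (SD, n = 4) in CON_noP, and that at 85151363 had 67.15% ± 24.0 (SD, n = 4) in MET_P and 94.1% ± 4.12 (SD, n = 4) in MET_noP, with overlapping libraries at both. The TBL1X site (ENSBTAG00000018112, chromosome X, position 133391918, listed as intronic) differed by -25 percentage points in the control diet and -1.83 with RPM. AFF3 had 1 site listed for both diets, and its CON_P libraries (55.6% to 93.75%) and CON_noP libraries (12.1% to 69.7%) overlapped there (exact permutation test, p = 0.114). The adjusted p from limma was 0.817 or more at all of these sites. Of the 48 genes of Table 3, 17 had a position listed in both comparisons. Averaged over the sites of the gene, 41 of the genes of Table 3 differed in its direction in the control diet and 32 with RPM, and without the listed positions 36 and 29 did. Most of these genes are given as hypermethylated, and 55.4% of all sites had a higher mean in CON_P. The counts in the control diet are therefore no independent support for the table.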

Of these, 45 genes including *ABLIM2, AFF3, AGO2, BMP6, CDC88C,* and *CDK5RAP2* were hypermethylated, while 33 genes including *COL4A2, NAXD, INTS1, JAG2,* and *LRRC55* were hypomethylated (Table 3; Supplementary Table S7) in both CON_P and MET_P.

**FIGURE 6:**
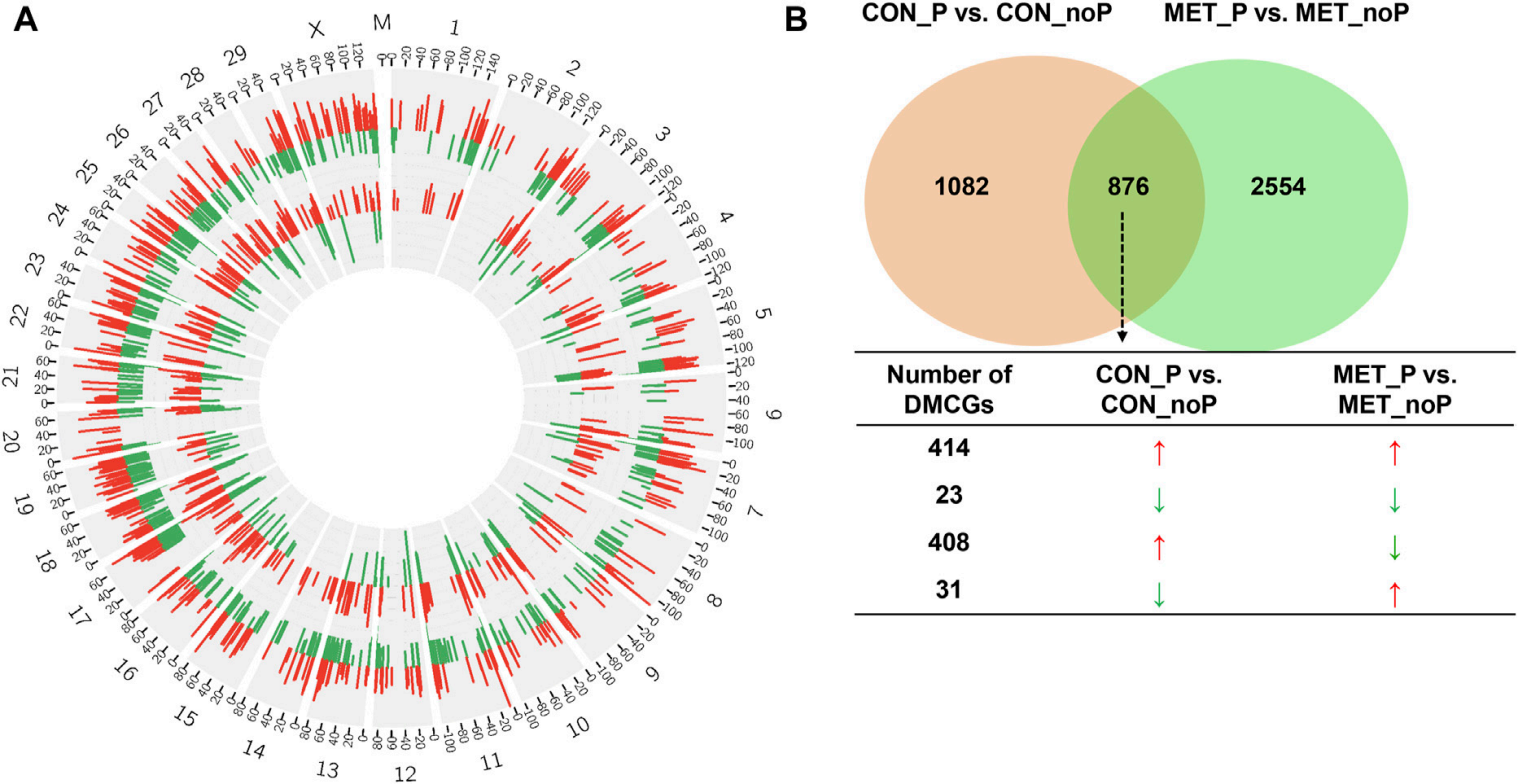
**(A)** Circos plot displaying the chromosomal distribution of differentially methylated CpG sites between MET_P vs. MET_noP (outer circos) and CON_P vs. CON_noP (inner circos). Numbers 1–29, X and M indicate autosomal, X and mitochondrial chromosomes, respectively. Red and green bars represent hypermethylated and hypomethylated CpG sites, respectively in MET_P compared to MET_noP as well as in CON_P compared to CON_noP. **(B)** Exclusively and commonly differentially methylated CpG sites in CON_P vs. CON_noP and MET_P vs. MET_noP. Arrows: ↑ and ↓ on indicate the hypermethylation and hypomethylation, respectively. Circos plots were generated using the circos software (http://circos.ca/software/download/circos/), licensed under GNU General Public License (GPL) v3 (Krzywinski, M. et al. 2009).

**FIGURE 7:**
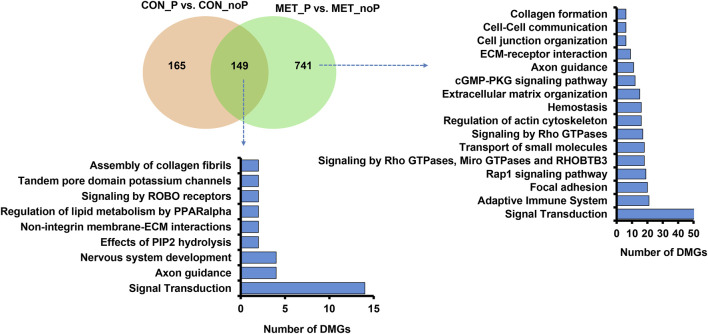
In common and exclusively differentially methylated genes in CON_P vs. CON_noP and MET_P vs. MET_noP groups (left) and their functional annotations (right).

**TABLE 3:** Genes with increased methylation levels in CON_P compared to CON_noP as well as MET_P compared to MET_noP.

	CON_P vs. CON_noP		MET_P vs. MET_noP	
Gene symbol	Differences (%)	FDR	Differences (%)	FDR
*ABLIM2*	14.6	0.037	21.8	0.044
*AFF3*	30.3	0.000	49.3	0.000
*AGO2*	17.4	0.044	28.1	0.000
*BMP6*	16.9	0.001	12.0	0.005
*CACNA1H*	18.8	0.009	14.2	0.039
*CAMK2B*	28.7	0.000	24.2	0.000
*CARM1*	31.9	0.020	25.5	0.011
*CASZ1*	32.5	0.041	15.9	0.024
*CCDC88C*	25.1	0.006	13.7	0.035
*CDK5RAP2*	11.1	0.028	10.7	0.001
*CHCHD6*	19.4	0.038	8.7	0.004
*COL5A1*	22.3	0.045	16.7	0.008
*CROCC*	18.9	0.045	16.5	0.011
*CUX1*	25.4	0.006	8.1	0.024
*DEPDC5*	21.1	0.000	15.0	0.005
*FNDC1*	21.8	0.000	14.4	0.008
*FOXK1*	11.0	0.033	12.8	0.003
*FSCN2*	17.7	0.028	18.0	0.026
*GABRA5*	16.8	0.026	17.6	0.030
*GGT1*	13.9	0.030	15.9	0.027
*GLCCI1*	21.0	0.000	9.4	0.001
*GLG1*	24.3	0.028	12.0	0.008
*ICE1*	16.2	0.049	12.3	0.048
*KAT2B*	23.7	0.000	9.7	0.002
*LY86*	21.1	0.013	17.1	0.002
*MARCH8*	24.0	0.003	9.6	0.028
*MGLL*	21.1	0.008	8.7	0.017
*NFIX*	24.3	0.026	20.5	0.017
*PES1*	19.7	0.021	23.1	0.048
*PPM1H*	19.4	0.032	23.4	0.000
*PRAME*	19.7	0.031	19.7	0.004
*PTPN7*	23.8	0.041	26.7	0.016
*RAI1*	14.7	0.028	15.8	0.039
*RGS3*	19.7	0.017	25.5	0.001
*SEPT9*	16.3	0.027	28.7	0.008
*TEP1*	21.5	0.020	13.8	0.000
*TTC7B*	23.2	0.000	17.7	0.000
*WWOX*	33.5	0.013	24.4	0.000
*COL4A2*	−20.6	0.021	−27.0	0.005
*INTS1*	−13.4	0.029	−9.6	0.019
*JAG2*	−20.5	0.002	−12.4	0.021
*LRRC55*	−16.7	0.018	−13.7	0.042
*NAXD*	−16.0	0.000	−16.6	0.000
*PPIL2*	−14.5	0.033	−18.4	0.033
*PTPRN2*	−18.5	0.036	−13.7	0.006
*RARB*	−28.4	0.000	−21.9	0.016
*STARD10*	−14.2	0.047	−13.0	0.019
*TBL1X*	−25.0	0.000	−1.8	0.000

### 3.8 Exclusively differentially methylated CpG sites in postpartum cows fed with a control diet or supplemented with rumen-protected methionine

Despite the presence of common DMCGs, 55.3% of DMCGs identified in CON_P vs. CON_noP cow groups were not differentially methylated in MET_P vs. MET_noP cows. 

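The difference between diets was tested at each site as an interaction in limma over the 16 libraries, (MET_P minus MET_noP) minus (CON_P minus CON_noP). An adjusted p under 0.05 was found at 2 sites, and 10467 sites had an unadjusted p under 0.05. The site on chromosome 27 at position 38936982 in PSD3 (limma, adjusted p = 0.015) was at 100% in every CON_P library, with 92.95% ± 1.06 (SD, n = 4) in CON_noP, 93.65% ± 3.21 (SD, n = 4) in MET_P and 99.55% ± 0.89 (SD, n = 4) in MET_noP. The site on chromosome 17 at position 63124677, without an annotated gene (limma, adjusted p = 0.0229), had 63.9% ± 15.25 (SD, n = 4) in CON_P, 94.2% ± 4.99 (SD, n = 4) in CON_noP, 97.9% ± 0.76 (SD, n = 4) in MET_P and 74.0% ± 5.34 (SD, n = 4) in MET_noP. The libraries of the groups compared did not overlap within either diet at these sites, which are named because they passed, after their values were seen. On untransformed percentages, 0 sites passed the threshold. Of the 847 positions listed only for CON_P vs. CON_noP, as far as the lists could be read, 163 (19.2%) had an unadjusted p under 0.05 for the interaction, and 0 passed after adjustment. Their median absolute difference was 11.1 percentage points in the control diet and 2.04 with RPM, and 45.6% had the same sign in both. These positions were selected on their difference in the control diet.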

Likewise, 74.6% of DMCGs identified in MET_P vs. MET_noP cows were not differentially methylated in CON_P vs. CON_noP cows (Figure 6B). 

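Of the 1923 positions listed only for MET_P vs. MET_noP, 613 (31.9%) had an unadjusted p under 0.05 for the interaction of diet and pregnancy outcome in limma, and 0 passed after adjustment. The median absolute difference at these positions was 17.1 percentage points with RPM and 5.42 in the control diet, and 29.3% had the same sign in both. The positions were selected on their difference with RPM.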

When the analysis was narrowed down to the gene level, the methylation patterns of the CpG sites overlapped with 165 genes were significantly altered exclusively in CON_noP compared to CON_P cows but not in the MET_noP compared to the MET_P cows (Figure 7; Supplementary Table S8). Conversely, 741 genes differentially methylated between MET_P and MET_noP cows were not significantly differentially methylated between CON_P and CON_noP cows (Figure 7; Supplementary Table S9). 

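Among genes of the collagen and solute carrier families, the mean over the valid sites of COL17A1 was 90.0% ± 1.87 (SD, n = 4) in MET_P and 86.2% ± 1.07 (SD, n = 4) in MET_noP (12 sites), and that of COL8A1 was 1.32 percentage points higher in MET_P (13 sites). The mean differed by -0.8 percentage points in SLC4A2 (67 sites) and -1.63 in SLC6A12 (14 sites). In the other solute carriers that the paper gives as hypermethylated, it was higher in MET_P, by 1.41 (SLC41A3) to 7.83 percentage points (SLC43A1). Over the 33 sites of PTPRC, the mean was 70.6% ± 3.21 (SD, n = 4) in MET_P and 62.4% ± 13.5 (SD, n = 4) in MET_noP.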

Among these exclusively differentially methylated genes between MET_P and MET_noP cows, the methylation level of several sets of gene families including collagens (*COL17A1, 8A1*), insulin-like growth factors (*IGF1R, 2R*), interleukins (*IL17RB, REL, IL34, IL4I1*), integrins (*ITGA4, A9, B4*, and *BL1*), potassium voltage-gated channels (*KCNB1, H2, J6, K17*, and *Q1*), myosin heavy chains (*MYH10, 11, 14, 18B, 7A*, and *9B*), protein tyrosine phosphatases (*PTP4A3, N21, RC, RE*), solute carrier (*SLC12A5, 29A1, 2A11, 34A3, 41A3, 43A1, 45A4, 4A2, 6A12*, and *7A5*) and zinc finger proteins (*ZNF521, 24, 618, 704*) was increased in MET_p group. On the contrary, the methylation level of distinct gene families including adhesion G protein-coupled receptors *(ADGRA1, B1*, and *G1),* Rho GTPase activating proteins (*ARHGA15, 22*, and *45),* bromodomains *(BRD1, 3),* families with sequence similarity (*FAM107B, 163B, 20C, 222A, 234A, 53B*, and *83E),* forkhead box genes *(FOXK2, N1, N3),* heat shock proteins *(HSPA1A, B7),* protein tyrosine phosphatase receptors *(PTPRF, PTPRS)* solute carrier *(SLC16A5,19A3, 20A2, 39A11, 4A3, 8A2*, and *8A3),* transmembrane proteins *(TMEM184A, 229B, 232, 240*, and *43*), zinc finger proteins *(ZNF423, 516, 771, 787*, and *862)* and prostaglandin I2 receptors *(PTGIR)* was decreased in MET_P compared to MET_noP (Supplementary Table S9). 

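Averaged over the valid sites of the gene, 67 of 75 genes of the hypermethylated and hypomethylated families differed in the stated direction, and 56 did so without the positions of the paper's lists that could be read. The lowest difference was -11.9 percentage points in FOXK2 (4 sites) and the highest 8.21 in PTPRC. The FOXN1 mean was 52.6% ± 1.88 (SD, n = 4) in MET_P and 56.9% ± 5.16 (SD, n = 4) in MET_noP (23 sites), and FOXN3 differed by -0.51 percentage points (158 sites), HSPA1A by -2.1 (13 sites) and HSPB7 by -2.49 (21 sites). PTGIR, with 23 sites, differed by 0.27 percentage points. An unadjusted p under 0.05 was found for 5 of the genes in limma, and the lowest adjusted p over all genes was 0.81 among them.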

Pathway analysis showed that these differentially methylated genes specific for MET_P vs. MET_noP cows are involved in various pathways including focal adhesion, extracellular matrix organization, collagen formation and cell-cell communication (Figure 7).

### 3.9 Effect of RPM supplementation on the endometrial DNA methylation patterns of postpartum cows that resulted in pregnancy

The number of DMCGs and differentially methylated genes between pregnant cows and those ending up with no pregnancy was relatively higher in those supplemented with RPM compared to the control diet group. Therefore, to test whether supplementation of RPM affects the endometrial epigenome profile of postpartum cows in a fertility-dependent manner during the breeding time, the DNA methylation patterns of cows that received RPM and resulted in pregnancy (MET_P) were compared with cows that resulted in pregnancy but received only the control diet (CON_P). The results revealed that 5,764 CpG sites were differentially methylated between the two groups. 

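Between MET_P and CON_P, limma gave 0 sites with an adjusted p under 0.05 (lowest adjusted p 0.208) and 11628 sites (5.83%) with an unadjusted p under 0.05. The libraries of the groups did not overlap at 6157 sites (3.09%). When the test was restricted to sites with a mean methylation between 10% and 90%, 1 site passed, in ATP2B4 on chromosome 16 at position 1474330 (limma, adjusted p = 0.045), with 70.5% ± 6.96 (SD, n = 4) in MET_P and 99.5% ± 1.05 (SD, n = 4) in CON_P. The ATP2B4 site is named because it passed there, after its values were seen. With 0.1 percentage points added before the log ratio, 277 sites passed.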

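Of the sites at an unadjusted p under 0.05 between MET_P and CON_P, 6108 (52.5%) were hypermethylated and 5520 hypomethylated in MET_P. The share of hypermethylated sites was 60.8% on untransformed percentages and 36.7% after each library was centred on the same median M value. Over all sites, 53.6% had a higher mean in MET_P.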

Of these, 3,576 and 2,188 DMCGs were hypermethylated and hypomethylated in MET_P compared to CON_P cows, respectively (Figure 8A). 

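An annotated gene was given at 67.7% of the sites with an unadjusted p under 0.05 between MET_P and CON_P, and 54.1% of these 7871 sites were hypermethylated in MET_P.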

Further characterization of these DMCGs according to their genomic structures indicated that 54.5% were localized in gene body regions and 63.6% of the DMCGs located in the gene body regions were hypermethylated in MET_P compared to CON_P cows (Figure 8B).

**FIGURE 8:**
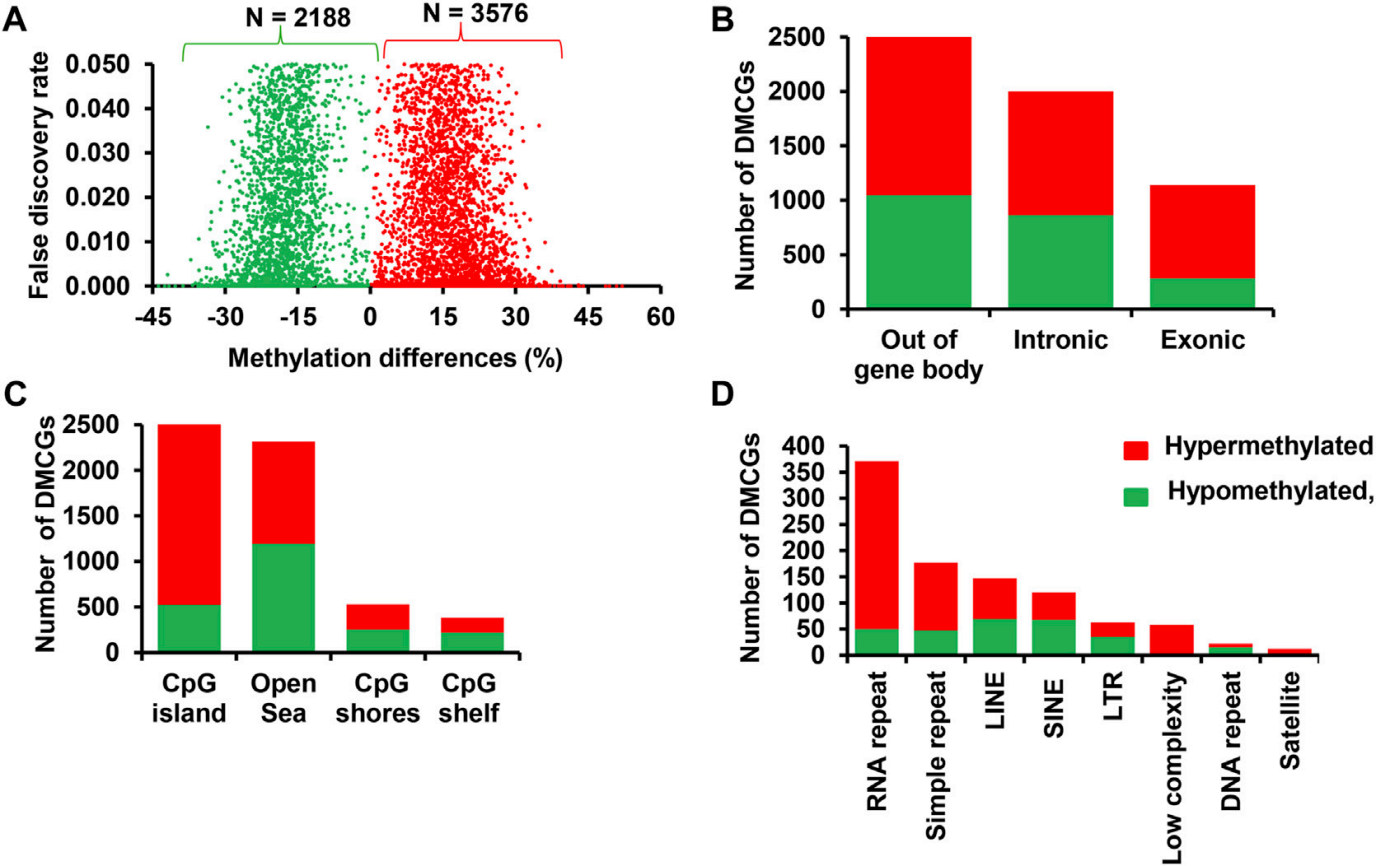
Differentially methylated CpG sites between MET_P and CON_P. **(A)** Volcano plot displaying the methylation level of hypermethylated (red dots) and hypomethylated CpG sites (green dots) in MET_P compared to the CON_P group. Differentially methylated CpG sites located on the gene body and out of the gene body regions **(B)**, CpG islands, CpG shores, CpG shelf and Open Sea **(C)** and different types of repetitive elements **(D)**. Red and green dots or bars represent hypermethylated and hypomethylated CpG sites, respectively.

Concerning the genes, 3,126 DMCGs were overlapped with 1,318 genes including transmembrane proteins, solute carriers, ATPases, calcium voltage-gated channel subunits, myosins, prostaglandins, potassium voltage-gated channels, and G protein-coupled receptors (Table 4; Supplementary Table S10). 

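At gene level, 0 genes had an adjusted p under 0.05 between MET_P and CON_P (lowest adjusted p 0.0635), and 633 had an unadjusted p under 0.05, 477 of them with a higher mean in MET_P. The mean over the sites of the gene differed in the direction of Table 4 for 56 of 67 genes, and 12 had an unadjusted p under 0.05 in limma. This mean includes the sites that the paper calls. MET_P exceeded CON_P by 13.05 percentage points in TMEM200C (11 sites), 11.6 in MAP3K15 (27 sites) and 11.4 in MAP7D1 (15 sites), and the differences were -16.7 in ATP1B1 (2 sites) and -13.3 in ARHGEF3 (9 sites). Their adjusted p was 0.666 or more. These genes are named after their values were seen.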

A total of 539 genes were differentially methylated at ≥ 2 CpG sites (Supplementary Table S11). 

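At least 2 sites with an unadjusted p under 0.05 between MET_P and CON_P lay in 1540 genes, and in 802 genes at least 2 were hypermethylated in MET_P.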

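Averaged over the valid sites of the gene, MET_P exceeded CON_P by 23.1 percentage points in ATP8B1 (34 sites), 21.1 in FHDC1 (65 sites), 18.8 in RAP1B (24 sites), 18.1 in SPRED3 (55 sites), 17.1 in SOX9 (41 sites), 13.3 in MTCL1 (75 sites) and 13.1 in GPR62 (62 sites). The differences were -4.5 percentage points in ADGRB1 (160 sites), -3.59 in TSHZ2 and -1.65 in UBE2E2. Of these genes, 7 had an unadjusted p under 0.05 in limma, and the lowest adjusted p over all genes was 0.666 among them.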

Among these, *MTCL1, FHDC1, SPRED3, ATP8B, RAP1B, GPR62* and *SOX9* genes were hypermethylated at 16–34 CpG sites, while others including *ADGRB1, UBE2E2* and *TSHZ2* were hypomethylated at 17, 14, and 12 CpG sites, respectively (Supplementary Table S11).

**TABLE 4:** Differentially methylated family of genes between MET_P and CON_P groups.

Family of genes	Symbol	Methylation status	Family of genes	Symbol	Methylation status
Rho GTPase activating proteins	*ARHGAP23*	↑	Solute carrier family	*SLC22A16*	↑
	*ARHGAP27*	↑		*SLC22A31*	↑
	*ARHGEF10L*	↑		*SLC25A5*	↑
	*ARHGEF19*	↑		*SLC29A3*	↑
	*ARHGEF7*	↑		*SLC39A11*	↑
	*ARHGAP25*	↓		*SLC41A3*	↑
	*ARHGAP32*	↓		*SLC43A1*	↑
	*ARHGEF16*	↓		*SLC45A4*	↑
	*ARHGEF2*	↓		*SLC49A3*	↑
	*ARHGEF3*	↓		*SLC13A5*	↓
	*ARHGEF4*	↓		*SLC20A2*	↓
ATPases	*ATP11A*	↑		*SLC25A42*	↓
	*ATP1A3*	↑		*SLC4A3*	↓
	*ATP2B2*	↑	Potasium voltage-gated channel subfamily	*KCNA1*	↓
	*ATP8B1*	↑		*KCNK13*	↓
	*ATP9A*	↑		*KCNK5*	↓
	*ATP13A2*	↓	Regulator of G protein signaling	*RGS3*	↓
	*ATP1B1*	↓		*RGS6*	↓
	*ATP2B4*	↓		*RGS7*	↓
	*ATP6V0D2*	↓	Mitogen-activated protein kinase	*MAP2K6*	↑
Calcium voltage-gated channel subunits	*CACNA1C*	↑		*MAP3K15*	↑
	*CACNA1I*	↑		*MAP7D1*	↑
	*CACNG5*	↑		*MAPK8IP3*	↑
G protein-coupled receptors	*GPR26*	↑	Myosins	*MYH11*	↑
	*GPR37L1*	↑		*MYH14*	↑
	*GPR50*	↑		*MYLK4*	↑
				*MYBPC2*	↑
	*GPR62*	↑	Transmembrane protein	*TMEM132A*	↑
	*GPRC5C*	↑		*TMEM145*	↑
Protein phosphatase	*PPP1R18*	↑		*TMEM169*	↑
	*PPP1R3F*	↑		*TMEM170B*	↑
Prostaglandins	*PTGIR*	↑		*TMEM184A*	↑
	*PTGIS*	↑		*TMEM200C*	↑
	*PTGS1*	↑		*TMEM86B*	↑
				*TMEM88*	↑

Arrows, ↑ and ↓ indicate increased and decreased methylation patterns, respectively in the MET_P cows group compared to CON_P.

Apart from the gene body regions, 79.3% of DMCGs were mapped to CpG islands and 70% were mapped to different classes of repeats with the majority of them found to be hypermethylated in MET_P compared to CON_P cows (Figures 8C, D). Thus, compared to the control diet, RPM supplementation caused increased methylation of exonic, intronic, CpG islands and different classes of repeats in the endometrial cells of cows that resulted in pregnancy following artificial insemination.

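Over the CpG island on chromosome 27, MET_P exceeded CON_P by 3.05 percentage points (exact permutation test, p = 0.457), in 4 of 4 pairs by sets of consecutive library numbers (exact sign-flip test, p = 0.125), and 77.8% of its sites had a higher mean in MET_P. The mean was higher in MET_P at 86.1% of the sites of the island on chromosome 18, 78.1% on chromosome 2 and 30.8% on chromosome 21. Other CpG islands and the classes of repeats were not analysed here. From the DMCGs in gene body regions, CpG islands and repeats, the paper concludes that RPM supplementation caused increased methylation in cows that resulted in pregnancy.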

### 3.10 Effects of RPM supplementation on the endometrial DNA methylation patterns of postpartum cows that resulted in no pregnancy

The effect of supplementation of RPM on the endometrial epigenome profile of postpartum dairy cows that resulted in no pregnancy was analysed by comparing the DNA methylation levels of the MET_noP and CON_noP groups. This analysis revealed 4,901 DMCGs between these groups of which 89.5% showed a higher methylation level in MET_noP cows (Figure 9A). Furthermore, 69.7% of the DMCGs were located within gene body regions (Figure 9B). 

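Between MET_noP and CON_noP, 0 sites had an adjusted p under 0.05 in limma (lowest adjusted p 0.0739). An unadjusted p under 0.05 was found at 10222 sites (5.13%), of which 6698 (65.5%) were hypermethylated in MET_noP. The share of hypermethylated sites was 73% on untransformed percentages and 48.6% after each library was centred on the same median M value. Over all sites, 57.3% had a higher mean in MET_noP. All MET_noP libraries were above all CON_noP libraries at 3681 sites and below all of them at 1801, together 2.75% of the sites. With 0.1 percentage points added before the log ratio, 225 sites passed the threshold, each with every library of 1 group at 100%.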

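An annotated gene was given at 68.5% of the sites with an unadjusted p under 0.05 between MET_noP and CON_noP, and 66.5% of these 7003 sites were hypermethylated in MET_noP.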

Of those found in the gene body regions, 2,521 DMCGs were overlapped with 1,062 genes including forkhead boxes*,* transmembrane proteins, solute carriers, ATPases, calcium voltage-gated channel subunits, myosins, prostaglandins, potassium voltage-gated channels and G protein-coupled receptors (Supplementary Table S12). Moreover, 385 genes including *KLHL35, KIF14, KIF26A, NEURL1*, *MTCL1, SEMA4B,* and *RASIP1* were hypermethylated at ≥ 2 CpG sites (Supplementary Table S12). In addition to the gene body regions, 95.4% of DMCGs were mapped to CpG islands and 92.4% of DMCGs observed in different classes of repeats were hypermethylated in MET_noP compared to CON_noP cows (Figures 9C, D). Thus, considering those cows that did not get pregnant following artificial insemination, RPM supplementation caused increased methylation levels on the exonic and intronic regions, CpG islands as well as different classes of repeats.

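Averaged over the valid sites of the gene, MET_noP exceeded CON_noP by 21.1 percentage points in KIF14 (25 sites), 18.6 in NEURL1 (30 sites), 13.6 in KLHL35 (41 sites), 11.3 in RASIP1 (53 sites), 9.79 in SEMA4B (28 sites), 5.32 in KIF26A (140 sites) and 3.78 in MTCL1 (75 sites). The lowest adjusted p of these genes was 0.748 in limma. Over all genes, 0 had an adjusted p under 0.05 (lowest adjusted p 0.53), and 557 had an unadjusted p under 0.05, 414 of them with a higher mean in MET_noP. At least 2 sites with an unadjusted p under 0.05 were hypermethylated in MET_noP in 939 genes.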

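The CpG island on chromosome 27 was 9.12 percentage points higher in MET_noP than in CON_noP, and 3 of the 4 MET_noP libraries were above all CON_noP libraries (exact permutation test, p = 0.0857). In pairs by sets of consecutive library numbers, MET_noP was higher in 4 of 4 (exact sign-flip test, p = 0.125). Of its sites, 1202 (98.3%) had a higher mean in MET_noP and 143 an unadjusted p under 0.05 in limma. The mean was higher in MET_noP at 154 sites of the island on chromosome 18, 141 on chromosome 2 and 92 on chromosome 21. With each library left out in turn, the difference on chromosome 27 lay between 7.18 and 12.35 percentage points.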

**FIGURE 9:**
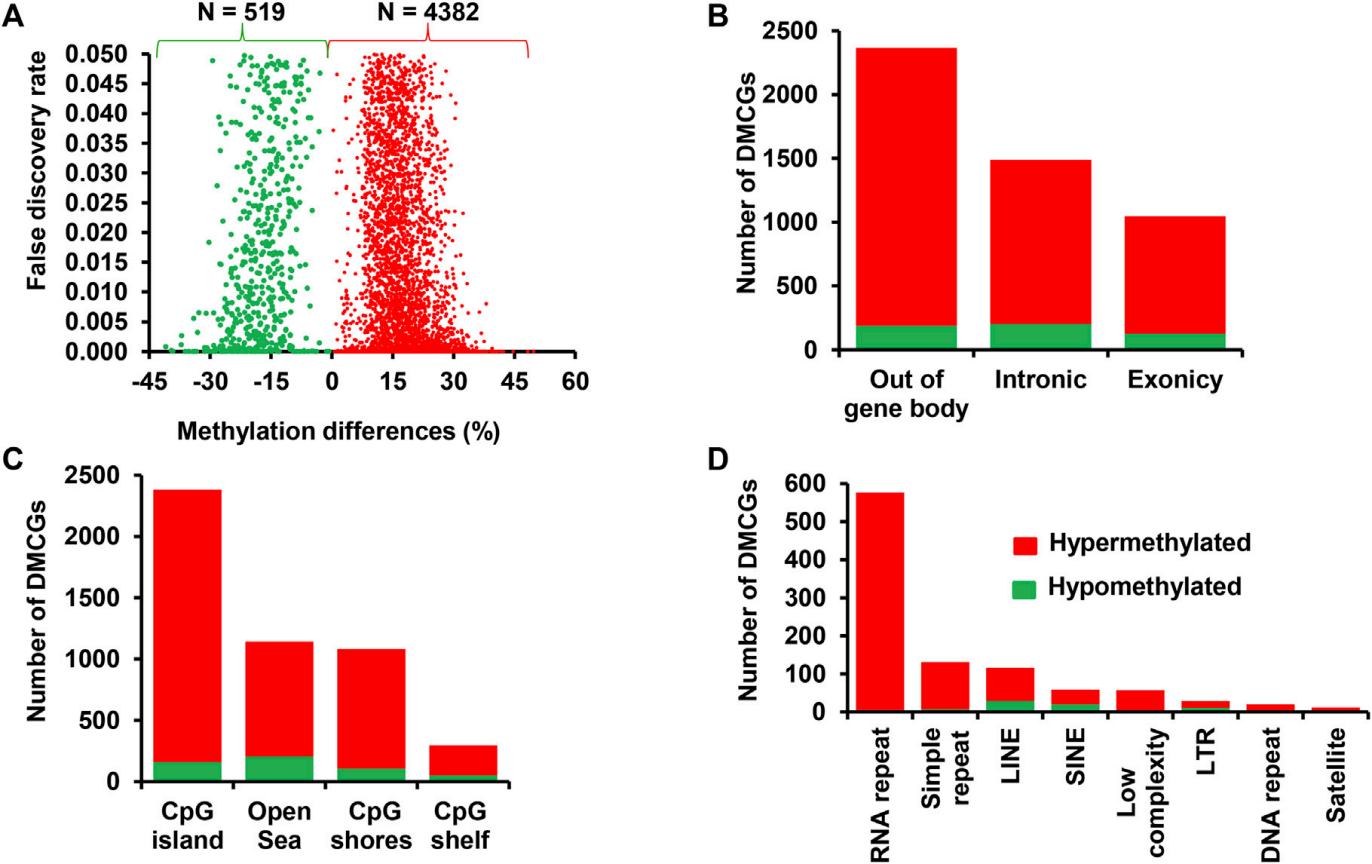
**(A)** Differentially methylated CpG sites between MET_noP and CON_noP: Volcano plot showing the number of hypermethylated (red dots) and hypomethylated CpG sites (green dots) in MET_noP compared to the CON_noP group. Differentially methylated CpG sites located on the gene body and out of the gene body regions **(B)**, CpG islands, CpG shores, CpG shelf and Open Sea **(C)** and different types of repetitive elements **(D)**. Red and green dots or bars represent hypermethylated and hypomethylated CpG sites, respectively.

### 3.11 Effects of RPM supplementation on the endometrial DNA methylation patterns irrespective of pregnancy outcomes

To identify the effect of daily RPM supplementation on endometrial epigenetic profiles in relation to pregnancy outcome, we identified commonly and exclusively differentially methylated CpG sites in MET_P vs. CON_P and MET_noP vs. CON_noP cows. Chromosome-wide DNA methylation profiles plotted in 20 Mbp windows revealed the presence of common DMCGs in both comparisons (Figure 10A). On a numerical basis, 1,268 DMCGs were commonly detected in MET_P vs. CON_P and MET_noP vs. CON_noP comparisons (Figure 10B) indicating that these DMCGs were affected by daily RPM supplementation independent of the cow’s fertility status. 

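At an unadjusted p under 0.05, 642 sites were shared by MET_P vs. CON_P and MET_noP vs. CON_noP, where independent sets of the same sizes would share 596 on average. The shared number was not compared with random groupings. Across all valid sites, which are not independent replicates, the diet difference in cows that resulted in pregnancy and that in cows that resulted in no pregnancy had a Pearson r of 0.027 and a Spearman rho of 0.021. Relabelling the diet of the libraries within each outcome gave values of r from -0.414 to 0.344.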

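Of the sites with an unadjusted p under 0.05 in both diet comparisons, 215 were hypermethylated in both MET_P and MET_noP, 136 were hypomethylated in both, and 291 went in opposite directions.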

Interestingly, 888 and 48 DMCGs were hypermethylated and hypomethylated, respectively in MET_P compared to CON_P cows as well as in MET_noP compared to CON_noP cows. Conversely, 79% of DMCGs identified in MET_P compared to CON_P cows were not differentially methylated in MET_noP compared to CON_noP cows. 

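The sites with an unadjusted p under 0.05 in both diet comparisons were 5.5% of those in MET_P vs. CON_P and 6.3% of those in MET_noP vs. CON_noP.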

Likewise, 74% of DMCGs identified in MET_noP compared to CON_noP cows were not detected in MET_P vs. CON_P cows (Figure 10B) suggesting the DMCGs were affected by confounding factors of RPM supplementation and the fertility status of cows.

**FIGURE 10:**
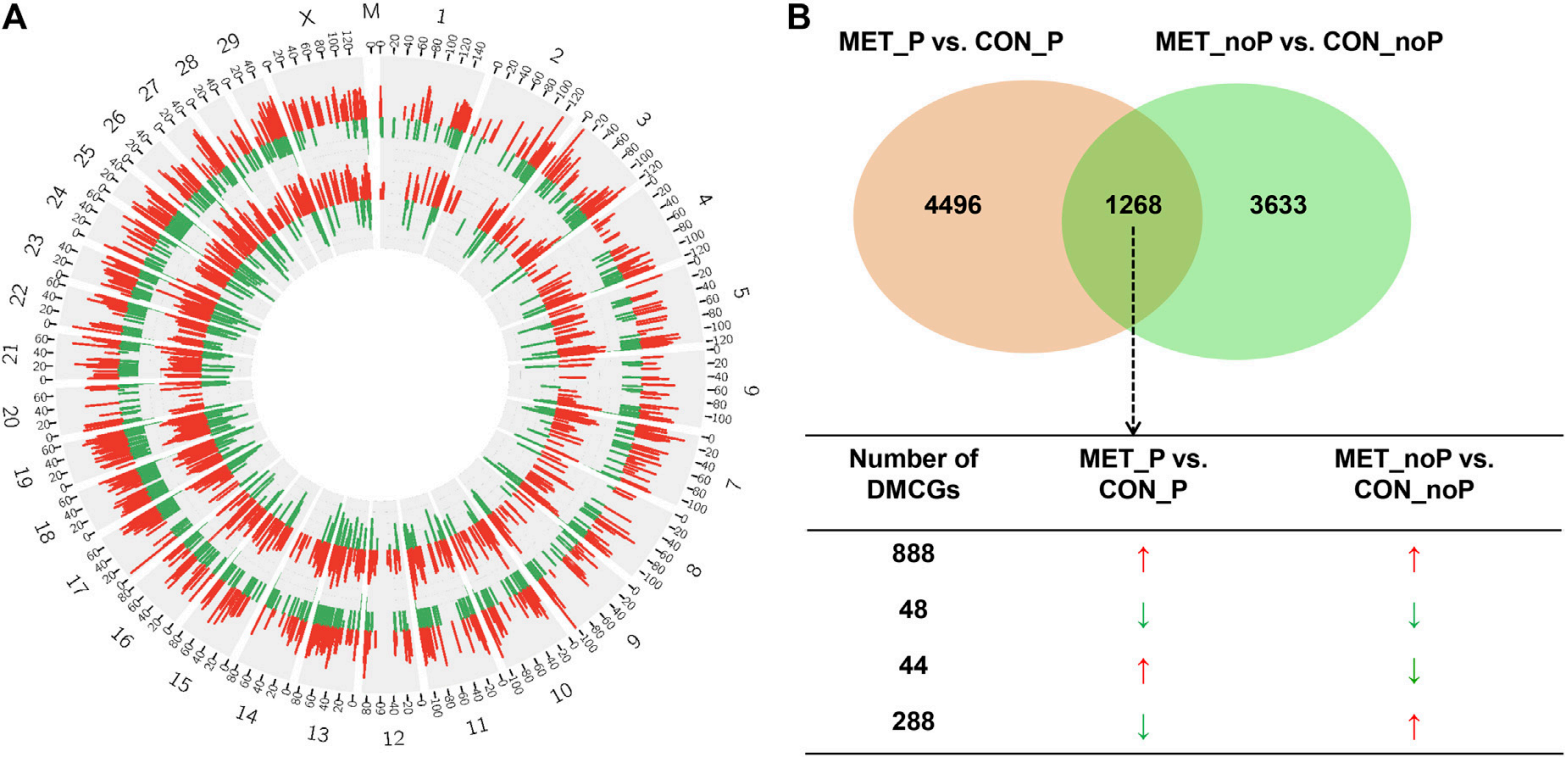
Exclusively and commonly differentially methylated CpG sites in MET_P vs. CON_P and MET_noP vs. CON_noP. **(A)** Circos plot showing chromosome-wide endometrial DNA methylation differences between MET_P and CON_P (outer circos) and between MET_noP and CON_noP (inner circos). Red and green bars represent the number of hypermethylated and hypomethylated DMCGs, respectively. Numbers 1–29, X and M indicate autosomal, X and mitochondrial chromosomes, respectively. **(B)** Commonly and exclusively differentially methylated CpG sites in MET_P vs. CON_P and MET_noP vs. CON_noP. Arrows: ↑ and ↓ on indicate the hypermethylation and hypomethylation, respectively. Circos plots were generated using the circos software (http://circos.ca/software/download/circos/), licensed under GNU General Public License (GPL) v3 (Krzywinski, M. et al. 2009).

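At gene level, 42 genes had an unadjusted p under 0.05 in limma both in MET_P vs. CON_P and in MET_noP vs. CON_noP, where independent sets would share 40.4 on average. Of these, 24 had a higher mean in both RPM groups, 4 a lower mean in both, and 14 went in opposite directions.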

A deeper analysis of these DMCGs with respect to their overlapping genes indicated 453 annotated genes to be differentially methylated between the MET_P and CON_P groups as well as between the MET_noP and CON_noP groups. 

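Averaged over the valid sites of the gene, the differences in MET_P vs. CON_P and in MET_noP vs. CON_noP were 9.85 and 5.73 percentage points in ZNF274 (14 sites), 5.85 and 1.91 in PTGIS (26 sites), 2.47 and 4.36 in ZNF787 (115 sites) and -0.93 and 2.41 in PXDN (101 sites). In MET_noP vs. CON_noP, SOX9 differed by 11.95 percentage points and ATP8B1 by 6.46. None of these genes passed the threshold in limma over all genes, with a lowest adjusted p of 0.666 in MET_P vs. CON_P and 0.82 in MET_noP vs. CON_noP.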

Among these, 198 genes including *ZNF787*, *ZNF75D*, *ZNF274*, *SOX9*, *PXDN*, *PTGIS, ATP8B1,* and *AGO2* showed increased methylation in the RPM-supplemented group compared to the control diet group (Supplementary Table S13). Functional enrichment analysis revealed that these genes were involved in five pathways including axon guidance, notch signalling and collagen formation (Supplementary Figure S5). On the other hand, 867 genes including those involved in metabolic pathways, focal adhesion, signal transduction, glycerophospholipid metabolism, Wnt signalling and tight junction were differentially methylated exclusively between MET_P and CON_P cows, but not between MET_noP vs. CON_noP cows. Likewise, a total of 610 genes including those involved in the Rap1 signalling pathway, regulation of actin cytoskeleton, phospholipase D signalling pathway and endocrine resistance were found to be differential methylated exclusively between MET_P and CON_P but not between MET_noP and CON_noP group (Supplementary Figure S6).

Once we recognized the presence of endometrial methylation signatures which could be correlated with subsequent pregnancy outcomes at the time of breeding in the presence and absence of methionine feeding, we wanted to know if methionine feeding can the epigenome profile into the directions of higher fertility. To identify differentially methylated genes due to methionine feeding and positively correlated with the fertility status of dairy cows, we, therefore, looked into commonly differentially methylated genes in relation to the pregnancy outcome and methionine feeding. 

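The means over the valid sites of the 19 genes of Table 5 were compared in CON_P vs. CON_noP, MET_P vs. MET_noP, MET_P vs. CON_P and MET_noP vs. CON_noP. They differed in the direction of 58 of the 76 arrows of the table, and in that of all arrows of the gene for 8 genes, with the sites that the paper calls included. In this order, the differences were 1.57, 3.19, 3.91 and 2.3 percentage points in ZNF75D (62 sites), 2.38, 1.49, -0.74 and 0.15 in RGS3 (48 sites) and 1.38, -0.7, -1.06 and 1.02 in AGO2 (103 sites). The ZNF75D site (ENSBTAG00000047954, chromosome X, position 18914945, listed as intronic) had 85.35% ± 6.34 (SD, n = 4) in CON_P and 74.05% ± 5.67 (SD, n = 4) in CON_noP (exact permutation test, p = 0.0857). The lowest adjusted p of the genes of Table 5 in any of the comparisons was 0.683 in limma.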

Interestingly, our analysis revealed 19 genes including *ZNF75D*, *RGS3a,* and *AGO2* were differentially methylated due to methionine feeding and pregnancy establishment (Table 5).

**TABLE 5:** Differentially methylated genes with respect to fertility and methionine supplementation.

Gene symbol	Gene description	CON_P vs. CON_noP	MET_P vs. MET_noP	MET_P vs. CON_P	MET_noP vs. CON_noP
*TBL1X*	Transducin beta like 1 X-linked	↓	↓	↓	↓
*COL4A2*	Collagen type IV alpha 2 chain	↓	↓	↑	↑
*STARD10*	StAR related lipid transfer domain containing 10	↓	↓	↑	↑
*ZNF75D*	Zinc finger protein 75D	↑	↑	↑	↑
*RF00002*	No description	↑	↑	↑	↑
*CDK5RAP2*	CDK5 regulatory subunit associated protein 2	↑	↑	↓	↓
*SEPT9*	Septin 9	↑	↑	↑	↑
*AGO2*	Argonaute 2, RISC catalytic component	↑	↑	↑	↑
*CACNA1H*	Calcium voltage-gated channel subunit alpha1 H	↑	↑	↓	↓
*RGS3*	Regulator of G protein signaling 3	↑	↑	↓	↓
*LY86*	Lymphocyte antigen 86	↑	↑	↑	↑
*ZMIZ1*	Zinc finger MIZ-type containing 1	↑	↑	↑	↑
*COL5A1*	Collagen type V alpha 1 chain	↑	↑	↓	↓
*KAT2B*	Lysine acetyltransferase 2B	↑	↑	↑	↑
*NFIX*	Nuclear factor I X	↑	↑	↑	↑
*CCDC88C*	Coiled-coil domain containing 88C	↑	↑	↓	↓
*CUX1*	Cut like homeobox 1	↑	↑	↓	↓
*CAMK2B*	Calcium/calmodulin dependent protein kinase II beta	↑	↑	↑	↑
*AFF3*	AF4/FMR2 family member 3	↑	↑	↓	↓

*Arrows,* ↑ *and ↓ indicate hypermethylation and hypomethylation in the former compared to the latter group*.

## 4 Discussion

Although milk production has increased in modern dairy cows, maintaining their fertility has been a greater challenge. In fact, within the same breed, some of the cows are tolerant and can exit from their negative energy balance in a short time while others may stay longer at the NEB status. These phenomena negatively affect the response of oestrous synchronization, breeding and subsequent pregnancy success. It has been frequently marked that during the early lactation period, elevated concentrations of beta hydroxybutyrate (ßHB) and non-esterified fatty acids (*NEFA*) during NEB (Butler and Smith, 1989) affects the fertility of the postpartum cow by altering the gene expression patterns in the maternal environment, such as the endometrium (Wathes et al., 2007; Fenwick et al., 2008; Wathes et al., 2009). Identification of endometrial molecular indicators of physiological changes due to external and internal conditions (e.g., NEB) may enlighten our understanding of molecular mechanisms of pregnancy establishment. Previously, possibilities of identifying endometrial mRNA and microRNA expression patterns that are correlated to the pregnancy outcome by taking advantage of endometrial samples collected before embryo transfer have been outlined (Salilew-Wondim et al., 2010; Ponsuksili et al., 2012; Ponsuksili et al., 2014). Although prediction of a cow’s fertility based on molecular signatures remains challenging, here we studied the global and site-specific endometrial DNA methylation patterns in postpartum dairy cows in relation to the pregnancy outcome in the presence or absence of RPM using a reduced representation bisulfite sequencing approach.

### 4.1 Endometrial DNA methylome signatures as indictors for fertility in postpartum dairy cows offered a control diet

Identification of endometrial molecular markers such as epigenetic signatures established in the endometrium in the expectation of an incoming embryo in the uterus helps to plan a road map towards the identification of endometrial DNA methylation marks associated with cattle fertility. In the current study, in the control diet group, endometrial DNA methylation analysis at the time of breeding indicated differential methylation of more than 1900 CpG sites between cows that resulted in pregnancy (CON_P) and those that resulted in no pregnancy (CON_noP) following artificial insemination. Interestingly, 45.5% of differentially methylated CpG sites (*n* = 892) were located on chr27: 6,217.2–6,225.6 kb and hypermethylated in the CON_P compared to CON_noP (Supplementary Table S14). This may suggest that the methylation level of this genomic region might be associated with postpartum dairy cow fertility at the time of breeding. These results are in line with our previous studies which demonstrated the pretransfer endometrial transcriptome profile difference between receptive and non-receptive heifers (Salilew-Wondim et al., 2010; Ponsuksili et al., 2012; Ponsuksili et al., 2014). Furthermore, increased methylation levels in about 90% of the DMCGs identified in CON_P vs. CON_noP in the former group may suggest the presence of endometrial epigenetic remodelling differences which could be directly or indirectly related to postpartum cow’s fertility. In this regard, previous studies also reported changes in the endometrial DNA methylation patterns between proliferative and secretory phases in humans (Houshdaran et al., 2014) and the association between uterine DNA methylation alteration and reproductive failures in mice (Woods et al., 2020).

Interestingly, 27.5% of differentially methylated CpG sites were localized in gene body regions (exons and introns) with the majority of them found to be hypermethylated in cows that became pregnant following artificial insemination. Although the implications of this finding for postpartum cow’s fertility status during the breeding time remain vague, increased methylation levels within given gene body regions could be associated with triggering transcription elongation (Jones, 2012). Furthermore, 313 genes that were associated with DMCGs were identified and the majority of them showed higher methylation levels in cows that resulted in pregnancy (Figure 3; Supplementary Table S2). Thus, tracking the methylation record of these genes could also provide insight into using differentially methylated genes and differentially methylated CpG sites for developing DNA methylome markers for fertility. For instance, *LMTK3*, *PRDM16*, and *TMEM170A* were among the top genes exhibiting a significant increase and *RBM19*, *TPST2,* and *SYT2* showed a significant decrease in methylation level in cows resulting in pregnancy compared to those resulted in no pregnancy. Previous studies have indicated the importance of *RBM19* for preimplantation embryo development (Zhang et al., 2008) and *TPST2* for male fertility (Borghei et al., 2006). Although the direct relevance of these genes to the postpartum cow fertility requires further studies, the findings of the present study as well as others indicated that differential methylation of these genomic loci may be related to the fertility of postpartum cows.

In addition to specific differentially methylated CpG sites or genes, we also identified specific genomic regions on chromosomes 27, 18, and 21 that showed hypermethylation patterns in several CpG sites in cows that resulted in pregnancy compared to those that resulted in no pregnancy. 

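The libraries of CON_P and CON_noP did not overlap at 38 sites of the region on chromosome 27, 17 of that on chromosome 18 and 8 of that on chromosome 21, and 5 sites on chromosome 18 and 0 on chromosome 21 had an unadjusted p under 0.05 in limma. Supplementary Table S1 of the paper lists 890, 108 and 54 positions in these regions, of which 889, 108 and 44 had a higher mean in CON_P.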

For instance, a total of 892 of 1,057 CpG sites (84.3%) located on chromosome 27: 6,217.2–6,225.6 kb, and 108 out of 124 CpG sites (87%) located on chromosome 18:59225.2–59226.0 kb and 58 out of 258 CpG sites (23.4%) located on chromosome 21:33002.6–33028.9 kb were hypermethylated in cows that resulted in pregnancy compared to those resulted in no pregnancy (Supplementary Table S14). Notably, these genomic regions are dominated by CpG islands, repetitive elements (simple repeats, low complexity, rRNA, DNA) and transcription start sites (TSS) underlining that these genomic regions might be potential methylome markers associated with postpartum cow fertility.

### 4.2 Endometrial DNA methylation marks associated with pregnancy establishment in cows that received RPM supplementation

Besides investigating the endometrial DNA methylome profiles of postpartum cows at the time of breeding in relation to the pregnancy outcomes in the control diet group, we also performed the same study in postpartum cows supplemented with RPM. It is well known that apart from improving lactation performances, the relevance of RPM supplementation on the fertility of lactating dairy cows has been a special concern, particularly during periods of negative energy balance. Indeed, methionine is responsible for the generation of a key cofactor that is essential for the establishment of DNA-methylations. Maternal supplementation of RPM before conception and/or during the preimplantation period might alter the expression of genes associated with uterine immune responses and metabolism (Guadagnin et al., 2021) probably via its epigenetic modification effects. In the current study, we compared the endometrial DNA methylation patterns of dairy cows daily supplemented with RPM and resulted in pregnancy (MET_P) compared to those that resulted in no pregnancy (MET_noP). The number of DMCGs identified in MET_P vs. MET_noP was 1.8 times higher compared to those DMCGs identified between cows that resulted in the pregnancy and resulted in no pregnancy in the control diet group (Figure 6). This observation may suggest that supplementation of RPM could enhance epigenome profile differences between postpartum cows that could potentially result in pregnancy compared to those that will fail to be pregnant following artificial insemination during the time of breeding. 

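The absolute difference of the group means at a site had a median of 2.68 percentage points between MET_P and MET_noP and 2.83 between CON_P and CON_noP. It was 20 percentage points or more at 1332 sites with RPM and at 1158 in the control diet. The paper gives the highest mean number of raw reads for MET_P, and a difference in depth was not taken into account.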

Although the majority (89%) of DMCGs identified in CON_P vs. CON_noP were hypermethylated and only 11% were hypomethylated (Figure 2), the proportions of hypermethylated and hypomethylated DMCGs in MEP_P vs. MET_noP was nearly equal (48% and 52%, respectively) (Figure 4). But when we look into the numbers of DMCGs, RPM supplementation increased the hypomethylated DMCGs from 217 to 1,777 but decreased the hypermethylated ones from 1741 to 1,653 in cows that resulted in pregnancy compared to those that resulted in no pregnancy (Figures 3, 4). This may in turn suggest the confounding effects of both RPM supplementation and the fertility status of cows during the breeding time. Moreover, from these results, it could be also possible to generalize that methionine supplementation may amplify the endometrial DNA methylation profile differences between cows that could end up in pregnancy and those that resulted in no pregnancy at all. Collectively, this data provides an impression that postpartum cows that could potentially result in pregnancy and no pregnancy can be distinguishable based on their endometrial DNA methylation patterns during the breeding time and supplementation of RPM could further have increased the methylation profile difference between the two cows groups.

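In a principal component analysis of percent methylation outside the CpG islands on chromosomes 27, 18, 2 and 21, the first component held 18.0% and the second 12.4% of the variance. CON_P and CON_noP did not separate on the first (exact permutation test, p = 0.343) or the second component (exact permutation test, p = 0.6). For MET_P and MET_noP, the exact permutation tests gave p = 0.343 and p = 0.743. The mean correlation between libraries was 0.941 within and 0.943 between CON_P and CON_noP, and 0.950 within and 0.949 between MET_P and MET_noP. The paper proposes that cows of either outcome can be distinguished by their endometrial DNA methylation patterns during the breeding time and that RPM could have increased the difference.

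**Figure D4:**
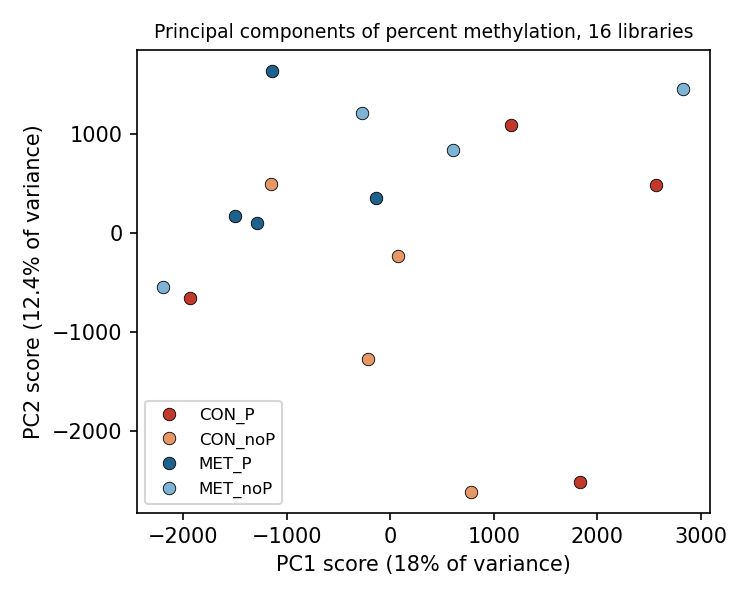
Scores of the libraries (points) on the first and second principal component of percent methylation, by group, with the share of variance on each axis. Libraries of different groups lie among each other on the first component (18.0% of the variance).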

### 4.3 Methionine-induced endometrial DNA methylation patterns that are associated with postpartum cow pregnancy outcomes

We believed that differentially methylated CpG sites or genes only between cows that resulted in pregnancy and no pregnancy in the RPM group, not in the control diet may be related to RPM supplementation. In this regard, 2,554 differentially methylated CpG sites between cows that resulted in pregnancy and those that resulted in no pregnancy following RPM supplementation (Figure 6B) were not significantly differentially methylated between cows that resulted in pregnancy and those that resulted in no pregnancy in the control diet group. This may suggest that the methylation patterns of these genomic loci/genes may be highly sensitive to methionine availability. For instance, the methylation patterns of insulin-like growth factor (*IGF1R, IGF2R*), interleukins (*IL17RB, IL17REL, IL34, and IL4I1*) and integrins (*ITGA4, ITGA9, ITGB4, and ITGBL1*) were increased in RPM supplemented cows that resulted in pregnancy compared to those resulting in no pregnancy. 

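Averaged over the valid sites of the gene, MET_P exceeded MET_noP by 2.2 percentage points in IGF2R (244 sites) and 0.24 in IGF1R (193 sites). IL17RB had 13.0% ± 2.16 (SD, n = 4) in MET_P and 7.96% ± 2.24 (SD, n = 4) in MET_noP (2 sites), and the differences were 2.25 percentage points in IL34, 0 in IL17REL and -0.05 in IL4I1. ITGA4 had 51.8% ± 0.75 (SD, n = 4) in MET_P and 45.05% ± 3.67 (SD, n = 4) in MET_noP (8 sites), and ITGBL1, ITGB4 and ITGA9 were higher by 4.93, 3.67 and 1.51 percentage points. The adjusted p from limma was 0.81 for IL17RB and the same for ITGA4.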

Previous studies have shown that *IL17RB* can be associated with endometrial ageing and age-related infertility and *IL34* could be essential fo monocytes/macrophages proliferation or differentiation (Wang et al., 2021a) and induction of decidual macrophages during normal pregnancy (Lindau et al., 2018). Likewise, the expression of endometrial integrins, namely *ITGA9*, *ITGB4,* and *ITGB1* in endometrial epithelial and stoma cells in pig uterus during pregnancy (Zeng et al., 2019) and in the mouse uterus during oestrus (Park et al., 2017) may also indicate the role of these genes in fertility. Furthermore, concerning insulin growth factor receptors, the importance of *IGF1R* for normal epithelium differentiation (Zhou et al., 2021), proliferation and embryo implantation (Sekulovski et al., 2020) have been discussed. On the other hand, our study revealed decreased endometrial methylation levels of CpG sites located on forkhead box *(FOXK2, FOXN1, and FOXN3),* heat shock proteins *(HSPA1A, HSPB7)* and prostaglandin I2 receptor *(PTGIR, PTGER4)* in methionine fed cows that resulted in pregnancy compared to no pregnancy group. The relevance of these genes in fertility has already been documented in many instances although information about their sensitivity to methionine availability is still scarce. Nevertheless, studies by (Gillio-Meina et al., 2009) and others indicated *PTGIR* could be involved in decidualization during the peri-implantation period (Cammas et al., 2006; Blitek et al., 2015), and *FOXN3* may be required for cell proliferation, apoptosis and pathogenesis processes (Sun et al., 2016; He et al., 2019; Wang et al., 2021b). Moreover, lower the expression trend of *HSPA1A* in ectopic compared to eutopic endometrium (Wu et al., 2006) as well as increased expression of *HSPA1A* mRNA in heifers compared to lactating dairy cows (Pretheeban et al., 2011) have also been documented. Therefore, differential methylation of these genes and others between MET_P and MET_noP but not between the CON_P and CON_noP groups may suggest that RPM supplementation can regulate the fertility of the postpartum cow at the time of breeding.by modulating its endometrial epigenome profile.

### 4.4 Endometrial DNA methylation patterns associated with pregnancy establishment irrespective of the feeding regime

To identify DNA methylation marks that can be associated with the fertility status of cows at the time of breeding in those supplemented with RPM or fed a control diet, we analysed commonly differentially methylated CpGs. Notably, the methylation patterns of 414 and 23 CpG sites were increased and decreased in cows that resulted in pregnancy compared to those that resulted in no pregnancy in the control diet and RPM supplemented group. Under our experimental conditions, these results indicated that the endometrial methylation patterns of these CpG sites in postpartum cows at the time of breeding may correlate with a cow’s fertility status but not with the feeding type. In line with this observation, 149 common genes, including *AGO2*, *MP6*, *AFF3*, *CDK5RAP2,* and *DGKD* were differentially methylated between the cows that resulted in pregnancy and no pregnancy independent of whether supplemented with RPM or fed a control diet Previous studies have also indicated differential endometrial expression of *AFF3* between pregnant heifers representing high fertility and non-pregnant heifers (Moraes et al., 2018). Similarly, *BMP6* has been reported to promote female fertility by improving the oocyte quality (Sugiura et al., 2010) or by regulating the expressions of downstream genes in granulosa cells such as the FSH receptor, inhibin/activin beta subunits, and anti-Müllerian hormone (*AMH*) (Shi et al., 2009). Moreover, *BMP6* has been proven to regulate steroidogenesis, peptide secretion and proliferation of antral follicles (Glister et al., 2004) and its dysregulation is associated with pathological endometrium conditions (Athanasios et al., 2012). Similarly, *CDK5RAP2,* a gene that encodes a regulator of CDK5 (cyclin-dependent kinase 5) activity, is important for maintaining the germ cell pool during embryonic development (Zaqout et al., 2017), appropriate chromosome segregation as well as mitotic spindles formation (Zhang et al., 2009). Moreover, DGKD, a gene which encodes an enzyme that phosphorylates diacylglycerol to produce phosphatidic acid, is implicated in central nervous system development and functioning (Leach et al., 2007).

### 4.5 Effects of RPM supplementation on endometrial DNA methylation marks in cows that resulted in pregnancy or resulted in no pregnancy

Once we realized the presence of DNA methylation profile differences between cows that resulted in pregnancy and no pregnancy in the presence or absence of RPM supplementation, we concluded that these two cow groups could be distinguishable based on their endometrial DNA methylation patterns. It was quite clear that RPM supplementation has increased the DNA methylation profile differences between cows that could potentially result in pregnancy and that would result in no pregnancy. We believe that these differences could be induced partly by fertility status and partly due to RPM supplementation. Thus, to know exactly the effect of RPM supplementation on endometrial DNA methylation of postpartum cows during the breeding time in relation to pregnancy establishment, we compared the endometrial DNA methylation profile of cows that become pregnant with RPM supplementation (MET_P) with that of cows that become pregnant without RPM supplementation (CON_P). Likewise, we also compared the endometrial DNA methylation patterns of cows that did not become with RPM supplementation (MET_noP) and those that did not become pregnant without RPM supplementation (CON_noP). With this respect, the results have shown supplementation of RPM may potentially affect the endometrial DNA methylome profile in both cow groups although the effect seems to be higher in cows that resulted in no pregnancy.

Although supplementation of RPM impacted the endometrial DNA methylome during the breeding time in cows that resulted in pregnancy and no pregnancy differently, differential methylation of 453 CpG (Figure 10) sites in both cow groups indicated that the endometrial DNA methylation patterns of these genomic loci in the postpartum cow are mainly affected by RPM supplementation, not by fertility status of cows. Nevertheless, 79% and 74% of the DMCGs identified in MET_P vs. CON_P and MET_noP vs. CON_noP (Figure 10B), respectively were specific to each comparison. The methylation patterns of these genomic loci can be associated with fertility status and RPM supplementation. Indeed, as suggested previously, methionine supplementation may increase the DNA methylation levels in specific genomic regions (Waterland, 2006). In the current study, RPM supplementation was found to induce endometrial methylation levels in cows that resulted in no pregnancy more frequently than in cows that resulted in pregnancy**.** It is believed that aberrant increased DNA methylation could be deleterious (Waterland, 2006). However, further study could be required to investigate whether a relatively higher methylation level induced by RPM supplementation is associated with improvement of the endometrial ecosystem or not.

Finally, in the current study, 19 genes including ZNF75D, RGS3, and AGO2 (Table 5) were commonly differentially methylated due to methionine feeding and pregnancy establishment. These genes could be correlated with subsequent pregnancy outcomes and methionine feeding. Various previous studies have shown the implication of these genes in various cellular processes including follicular and embryonic development. For instance, *ZNF75D* is believed to regulate the activity of androgen receptors, *Smad3*/4, and *p53* (Castillo-Castellanos et al., 2021) and this gene is essential for embryonic viability and proper vascular development (Beliakoff et al., 2008). Similarly, the regulator of G protein signalling 3 (RGS3) was reported to be differentially expressed between oocytes of follicles leading to pregnancy and developmental failure in humans (Hamel et al., 2010). More interestingly, Argonaute 2 (AGO2), a gene that interacts with the dicer RNA interference pathway and miRNA biogenesis, is implicated in early murine development (Morita et al., 2007).

## 5 Conclusion

In this study, we have characterized and identified endometrial DNA methylation landscapes in relation to the pregnancy outcomes in postpartum cows supplemented with RPM or fed a control diet. The results from the present study highlighted that either in the presence or absence of RPM supplementation, the postpartum cows that can be pregnant can be distinguished from those that resulted in no pregnancy based on their endometrial epigenome signatures at the time of breeding. These differences may indicate the presence of genome remodelling in the endometrial environment in expectation of the growing embryo. Furthermore, RPM supplementation has shown incremental effects on the DNA methylation patterns of cows that resulted in no pregnancy than those that became pregnant although supplementation of methionine altered the endometrial epigenome profile of both cow groups. In addition, a set of 19 differentially methylated genes were identified in all experiments and these genes might be fundamentally correlated with cow fertility status as well as methionine supplementation. These genes might be attractive candidates for further studies related to nutrigenomics for improving dairy cows.

Overall, the current study highlighted that postpartum cows that could potentially become pregnant and those that could potentially fail to be pregnant are distinguishable based on their endometrial DNA methylation patterns at the time of breeding. Eventually, these results may provide an opportunity to further navigate and screen promising endometrial DNA methylome markers which may be strongly associated with postpartum cow fertility at the time of breeding.

## Data Availability

The raw fastq data of 48 samples and the semi processed data are stored in the public repository with GEO accession number GSE248185 and bioproject accession number PRJNA1034815.

How the deposited data were processed for this re-analysis (not part of the article)

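Endometrial cells of postpartum dairy cows that received a control diet (CON) or RPM (MET) and resulted in pregnancy (P) or no pregnancy (noP) were profiled by RRBS in 16 libraries, 4 in each of CON_P, CON_noP, MET_P and MET_noP. The authors trimmed the reads with Trim Galore, aligned them to ARS-UCD1.2 with Bismark and bowtie2, merged the runs of each library and quantified in SeqMonk the percent methylation of each cytosine position that reached their minimum read count. They discarded positions without a valid value or with a value of zero. The values deposited by the authors are these percentages, one per position and library, with the gene that SeqMonk's annotation places there. No normalization between libraries is part of them. The read counts behind the percentages were not used here, so the depth per library and site is unknown and the precision of a single percentage cannot be given. The paper gives mean raw reads and mapped CpGs by group, and both were highest in MET_P. A difference in depth between groups was not separated here from a difference in methylation.

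Each column was assigned to its group by the group name above it and the library number in its header. Each library was treated as 1 replicate. Each percentage was transformed to M = log2((percent + 1)/(100 - percent + 1)) and each site was tested with limma 3.58.1 (linear model and empirical Bayes moderation without trend) in R 4.3.3, with the 8 libraries of the 2 groups compared in the model, Benjamini-Hochberg adjustment over 199395 sites and a threshold of 0.05. The interaction of diet and outcome was tested in the same way over all libraries. Gene-level values were means over the sites of a gene, for 8719 genes with at least 2 sites. Mean methylation, the share of sites above 20% and the means of the CpG islands on chromosomes 27, 18, 2 and 21 gave 1 value per library and were compared by exact permutation tests over the 35 splits of 8 libraries, adjusted over 16 comparisons. Tables were read with data.table 1.17.8, and summaries, permutations and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

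The site test was tested on simulated data with the same number of sites and libraries. Values were drawn from a normal distribution with the mean of each site and its SD within groups. Only sites of intermediate mean methylation were changed, so the counts do not hold for sites of low or high methylation. With 200, 2000 and 4000 sites changed by 20 or 30 percentage points, it called 0, 0 and 0 of them. At 40 percentage points it called 0, 0 and 638, with 59 false calls beside the last. At 60 percentage points it called 34, 1017 and 2531, with 10, 82 and 166 false calls. For the interaction, 1111 of 2000 sites changed by 60 percentage points were called, with 73 false calls.

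Tests, alternatives and the rule for named sites were set before the data were examined. By that rule, the text names the sites and genes that the paper's Results name, at the positions in its supplementary lists where these give one, and up to 3 sites in each direction past the threshold in a comparison whose groups do not overlap. The sites in PSD3 and ATP2B4, the site on chromosome 17, the genes singled out from Table 4 and the genes that passed without 1 library were chosen after their values were seen. The alternatives were percentages without transformation, an offset of 0.1 percentage points, moderation with trend, sites with a mean methylation of 10% to 90%, all sites outside the 4 CpG islands, merged strands (189926 positions), windows of 1 kb with at least 3 sites (26473 windows), libraries centred on the same median M value, all libraries in 1 model, genes with at least 5 sites, and each library left out in turn. Sets of consecutive library numbers (12 to 15, 16 to 19, 24 to 27 and 28 to 31, each with 1 library of each group) as a block or as pairs and gene means without the positions of the paper's lists were added after the data were seen. Gene names are those of the deposited values, and the positions of RF00001 and PRG3 were not averaged as genes because the name covers several genes. Shores, shelves, repeats, exons, introns and pathways were not analysed here. Some genes and sites named in the paper or past the threshold under an alternative are not reported here.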

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

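Of the tests in this part, the relabelling of the interaction and the test of sets of library numbers were chosen only after the result was seen.

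A library stood far from the other three of its group, by the share of the group's range that its gap to the nearest library takes, in 7 of the 72 groups examined, where about 1 in 20, or 3.6, is what chance gives. For mean methylation in MET_noP the share was 0.932, with library S17 at 62.4% and the others at 64.3%, 64.3% and 64.4%. For the share of sites above 20% in MET_noP it was 0.915, with library S17 at 77.3% and the others at 82.8%, 82.8% and 83.3%. Both come from the same library. Over single sites, libraries with neighbouring numbers did not deviate together (mean correlation of deviations within sets -0.0076, permutation p = 0.603). A difference in depth or in the composition of this sample was not tested, and no biological explanation was tested.

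At single sites, the share was 0.877 for LMTK3 in CON_noP (library S12 at 57.9% and the others at 44.8%, 45.45% and 46.4%), 1.0 for TMEM170A in CON_P (library S26 at 89.5% and the others at 100%, 100% and 100%) and 0.854 for TBL1X in CON_noP (library S28 at 51.6% and the others at 77.4%, 78.6% and 81.8%). With RPM, it was 0.845 for AFF3 in MET_P (library S31 at 27.5% and the others at 86.7%, 92.6% and 97.5%) and 0.89 for SLC2A11 in MET_P (library S31 at 54.55% and the others at 95%, 98.3% and 100%).

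The explanations weighed for such sites were a sequence variant at the CpG in some cows and noise of a single site. They were tested over the 900 listed sites outside the CpG islands with a difference of at least 20 percentage points. Where the cytosine of the same CpG on the other strand had a value (96 sites), it moved with a slope of 0.403, in the same direction at 88. Neighbouring CpGs within 50 bp (847 sites) moved with a slope of 0.424. A variant alone leaves the neighbours unmoved, and noise of single sites alone leaves the other strand unmoved. At slopes of this size most of the difference was not shared, so a part due to either is not excluded, and at the sites without a value on the other strand noise was not tested. For the sites named above the neighbours within 100 bp differed less: 0.03 percentage points at LMTK3 (6 neighbours), 1.27 at TBL1X (2), 4.9 at AFF3 (1) and 0.1 at SLC2A11 (7), while TMEM170A had none. At these sites a variant, few reads and a difference between cows cannot be told apart.

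The effect of the pregnancy outcome differed between diets at 2 sites. On chromosome 27, the PSD3 site at position 38936982 had an adjusted p of 0.015 in limma and an interaction of -12.95 percentage points. Its values were 100% in each CON_P library, 91.8% to 94.1% in CON_noP, 88.9% to 95.65% in MET_P and 98.2% to 100% in MET_noP, without overlap within either diet. On chromosome 17, the site at position 63124677 had an adjusted p of 0.0229 in limma and an interaction of 54.1 percentage points, with 41.7% to 76.3% in CON_P, 87.5% to 98.8% in CON_noP, 97.2% to 98.9% in MET_P and 69.1% to 81.1% in MET_noP. Over the alternatives and the fits without 1 library, the PSD3 site, or the window that holds it, passed in 17 of 24, with an adjusted p of 0.00273 to 0.887, and the site on chromosome 17 in 17 of 25, with 0.00829 to 0.536. On untransformed percentages neither passed. Of 100 groupings by outcome within each diet, the real one included, 28 gave as many sites past the threshold, so the count does not stand apart from a random grouping of the libraries. The neighbours within 100 bp had a mean interaction of -7.03 percentage points at PSD3 (10 neighbours) and 4.9 on chromosome 17 (2 neighbours). An effect of diet on the difference between outcomes remains a hypothesis at these sites.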

How the results depend on the processing

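Of the tests in this part, those with sets of library numbers as a block or as pairs were chosen only after the result was seen. No paired analysis was possible by replicate number because the columns carry library numbers and no replicate numbers, so the fits with the replicate number as a block and the sign-flip tests paired by replicate number were not run. Paired instead by sets of consecutive library numbers, of which it is unknown what they share, the single-value comparisons stayed above the threshold. On chromosome 27, the difference had the same sign in all 4 pairs for CON_P vs. CON_noP (6.43 percentage points), MET_P vs. CON_P (3.05) and MET_noP vs. CON_noP (9.12), as it did for CON_P vs. CON_noP on chromosome 18 (6.21) and chromosome 2 (5.18) and mean methylation did for MET_noP vs. CON_noP (1.30). In each of these the exact sign-flip test gave p = 0.125, the smallest that 4 pairs allow, so it could not have passed. A coverage minimum of 20 was not run because the coverage was not used here.

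With an offset of 0.1 percentage points, the number of sites past the threshold rose from 0 in each comparison (at an unadjusted p under 0.05, 7838, 10212, 11628 and 10222 sites) to 227 between CON_P and CON_noP, 282 between MET_P and MET_noP, 277 between MET_P and CON_P and 225 between MET_noP and CON_noP. As many were reached in 27, 6, 11 and 27 of the 35 splits of the libraries, in this order. At all of these sites in CON_P vs. CON_noP and MET_noP vs. CON_noP, and at most of them in the other comparisons, every library of 1 group was at 100%, where the smaller offset stretches the M value most. With all libraries in one fit, 1 site passed between CON_P and CON_noP (the lowest adjusted p of each alternative in limma ranged from 0.00202 to 1). Among sites with a mean methylation of 10% to 90%, 1 site passed between MET_P and CON_P, in ATP2B4, whose libraries did not overlap (62.7% to 76.8% and 97.9% to 100%). The other alternatives and the fits without 1 library gave 0 sites in each comparison.

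At an unadjusted p under 0.05, the number of sites over the alternatives that tested the same sites was 6569 to 9956 between CON_P and CON_noP, 8294 to 10836 between MET_P and MET_noP, 10181 to 12638 between MET_P and CON_P and 8408 to 11406 between MET_noP and CON_noP. The share of hypermethylated sites among them moved most when each library was centred on the same median M value: to 55.7% from 64.3%, 42.9% from 50.3%, 36.7% from 52.5% and 48.6% from 65.5%, in the same order. In the last 3 comparisons this turned a majority of hypermethylated sites into a minority. Centring shifts all sites of a library alike and so acts on this share by its construction, and the uncentred share holds the difference in median methylation between groups (78.7% in MET_P and 77.1% in CON_P).

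At gene level, 0 genes passed in the comparisons by outcome under each alternative and without any 1 library (at an unadjusted p under 0.05, 305 and 487 genes). Without 1 library, 0 to 4 genes passed between MET_P and CON_P and 0 to 1 between MET_noP and CON_noP (at an unadjusted p under 0.05 in all libraries, 633 and 557 genes). They came without library S14 (GOT2, ZNF428, RCSD1 and RAP1B) and without library S12 (TSPYL2), and these genes are named because they passed there, after their values were seen. The number of interaction sites, 2 at first, was 0 on untransformed percentages (10828 at an unadjusted p under 0.05), 25 with an offset of 0.1, 1 with moderation with trend, 1 among sites of 10% to 90%, 1 in 1 kb windows and 0 to 6 without 1 library. With sets of library numbers as a block, which was chosen after seeing the data, it was 0 (10765 at an unadjusted p under 0.05), and the site and gene counts of the other comparisons stayed at 0. The cause was not tested.

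Between MET_P and MET_noP, the sign of several small differences depended on the sites or libraries used. The difference in mean methylation, 0.052 percentage points, was -0.061 over autosomal sites and -0.436 to 0.245 without 1 library. That in the share of sites above 20%, -0.121, was 0.806 with a threshold of 10% and -1.54 to 0.459 without 1 library. Without 1 library, the differences ranged over -2.86 to 2.31 on chromosome 27, -0.242 to 3.92 on chromosome 18 and -1.63 to 2.83 on chromosome 2. The lowest value of each of these ranges came without library S17. Between CON_P and CON_noP, the island differences kept their sign under each alternative and without any 1 library. On chromosome 18, the median over the sites gave 6.90 percentage points (exact permutation test, p = 0.0286), where the mean gave p = 0.0571 in the exact test.

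Without the CpG islands, 532 of the positions listed for CON_P vs. CON_noP were left. The correlation of the pregnancy difference between diets, -0.18, was -0.306 in 1 kb windows and kept its sign without any 1 library (-0.256 to -0.097), and that of the diet difference between outcomes, 0.027, was -0.065 to 0.149 without 1 library. The cause was not tested.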

Differences from the paper's values

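In this part, the comparison of the sites that passed under the alternatives with the paper's lists, the choice of ATP2B4 and RAP1B, and the gene means without the listed positions were made after the results were seen. The paper gives 1958 DMCGs between CON_P and CON_noP, 3430 between MET_P and MET_noP, 5764 between MET_P and CON_P and 4901 between MET_noP and CON_noP. With limma on the deposited percentages, 0, 0, 0 and 0 sites passed the threshold, and at an unadjusted p under 0.05 there were 7838, 10212, 11628 and 10222. None of the alternatives set before the data were examined closed the gap. With an offset of 0.1 percentage points, which came closest, 227, 282, 277 and 225 sites passed. Of the sites that passed under the alternatives, 0 of 227 between CON_P and CON_noP and 0 of 282 between MET_P and MET_noP with this offset were among the positions of the paper's lists that could be read. These lists hold 1661 and 2737 positions, fewer than the paper's DMCGs. Between MET_P and CON_P, a site in ATP2B4, which the paper gives as hypomethylated in MET_P, passed among sites with a mean methylation of 10% to 90% (62.7% to 76.8% in MET_P and 97.9% to 100% in CON_P). RAP1B, which the paper gives as hypermethylated in MET_P, passed at gene level without library S14, with a difference of 18.8 percentage points over all libraries. The paper's test, a logistic regression on methylated and unmethylated counts, was not run here.

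In the CpG island on chromosome 21, the paper gives 258 sites, and 120 valid sites lay between the limits used here. No alternative was set for this count. The end of the island as printed in the Results lies before its start, and the end used here, that of the last position listed for it, is the one printed in the Discussion in kb. On chromosome 27 the paper gives 1057 sites against 1223 here, and it gives 124 against 158 on chromosome 18.

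The paper describes a larger number of sites above 20% methylation in cows that resulted in pregnancy. With RPM, the share was 81.4% in MET_P and 81.5% in MET_noP, and with a threshold of 10% it was higher in MET_P by 0.806 percentage points. In the control diet, the share was higher in CON_P by 1.06 percentage points, and by 0.185 with a threshold of 10%. For MET_P vs. MET_noP, the paper describes an excess of hypermethylated DMCGs on chromosomes 26, 21, 16, 12 and 11 and of hypomethylated ones on chromosomes X, 18, 24 and 28. The positions in its supplementary lists that could be read held 12 hypermethylated and 29 hypomethylated positions on chromosome 26, 33 and 93 on chromosome 21, 20 and 36 on chromosome 16, 21 and 41 on chromosome 12 and 22 and 76 on chromosome 11. They held 80 and 20 on chromosome X, 134 and 75 on chromosome 18, 38 and 13 on chromosome 24 and 7 and 6 on chromosome 28. These lists hold 2737 positions, fewer than the 3430 DMCGs that the paper describes, so a part is compared with the whole.

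Averaged over the sites of a gene, those the paper calls included, some genes differed in the other direction than the paper gives. They were 3 of 18 genes of Table 1, 4 of 34 of Table 2 (PXDN, -1.67 percentage points; PACS2, 0.85; THAP4, 1.58; TEAD4, 0.38), 7 of Table 3 in the control diet and 16 with RPM, and 11 of 67 of Table 4. Of the 19 genes of Table 5, 2 did so in CON_P vs. CON_noP, 6 in MET_P vs. MET_noP, 4 in MET_P vs. CON_P and 6 in MET_noP vs. CON_noP. In the section on genes that differed with RPM, SLC4A2, SLC6A12, IL4I1 and BCR, which the paper gives as hypermethylated in MET_P, had a lower mean there (-0.8, -1.63, -0.05 and -0.04), and ARHGAP22, FAM53B, ZNF771 and PTGIR, which it gives as hypomethylated, a higher one (0.29, 0.25, 1.05 and 0.27). Without the positions of the paper's lists that could be read, the other direction was found for 3 genes of Table 1, 14 of Table 2, 12 and 19 of Table 3 and 2 and 8 of Table 5 (control diet and RPM). The paper's calls are of single sites and these values are means over genes. The remaining sites of a gene come from the same libraries as the paper's calls, so none of these counts is independent support.

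The paper counts DMCGs in the islands of chromosomes 27, 2 and 21 for CON_P vs. CON_noP that are higher than the numbers of positions listed there, 890, 77 and 54. For chromosome 27 it also states the listed number. At the single sites with the largest differences that the paper names, the differences computed here were those of the paper.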

Other observations

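Of the tests in this part, the splits for the unadjusted counts and their direction, the correlation of the CpG islands with each other, the leukocyte genes and the tests of sets of library numbers were chosen only after the result was seen.

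Each comparison was refitted for the 35 splits of its 8 libraries into groups of 4, the real one included. In the order CON_P vs. CON_noP, MET_P vs. MET_noP, MET_P vs. CON_P and MET_noP vs. CON_noP, as many sites at an unadjusted p under 0.05 (7838, 10212, 11628 and 10222) were found in 31, 7, 5 and 12 of the 35 splits. A division into hypermethylated and hypomethylated sites as uneven was found in 9, 35, 28 and 5 splits, and as many genes at an unadjusted p under 0.05 in 32, 8, 4 and 6. As large an excess of correlation within groups over that between groups was found in 24, 10, 5 and 9 splits. In MET_P vs. CON_P, the correlation was 0.9445 within and 0.940 between groups. The libraries did not overlap at 1.99%, 2.9%, 3.09% and 2.75% of the sites, where a random split gives 2.86%. None of these counts stands apart from those of a random grouping of the same libraries.

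The correlation of the pregnancy difference between diets (-0.18) was reached in absolute size in 13 of 100 groupings by outcome within each diet, the real one included, whose values ran from -0.266 to 0.366. That of the diet difference between outcomes was reached in 81 of 100 groupings by diet within each outcome, again with the real one included.

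Between libraries of the same group, the mean methylation of the CpG island on chromosome 27 moved with that on chromosome 18 (Pearson r = 0.966, permutation p = 1e-05; Spearman rho = 0.941, permutation p = 1e-05; r = 0.94 without the 2 libraries farthest from the median; adjusted p = 4.5e-05) and on chromosome 2 (Pearson r = 0.884, permutation p = 3e-05; Spearman rho = 0.838, permutation p = 0.00017; r = 0.852 without the 2 libraries farthest from the median; adjusted p = 9e-05), and less with that on chromosome 21 (Pearson r = 0.369, permutation p = 0.158; Spearman rho = 0.324, permutation p = 0.22; r = 0.528 without the 2 libraries farthest from the median; adjusted p = 0.203). The adjustment is over 9 relations, and 1e-05 is the smallest p that the permutations can give. Incomplete bisulfite conversion would raise other sites of low methylation as well, and the island on chromosome 27 did not move with these (Pearson r = 0.214, permutation p = 0.428; Spearman rho = 0.2, permutation p = 0.459; r = 0.061 without the 2 libraries farthest from the median; adjusted p = 0.428). Its correlations with the first principal component within groups (Pearson r = 0.285, permutation p = 0.287; Spearman rho = -0.009, permutation p = 0.977; r = 0.113 without the 2 libraries farthest from the median; adjusted p = 0.323) and with the mean of the sites outside the islands (Pearson r = 0.442, permutation p = 0.0849; Spearman rho = 0.324, permutation p = 0.22; r = 0.418 without the 2 libraries farthest from the median; adjusted p = 0.151) were not past the threshold either. Before adjustment, libraries of the same set of consecutive numbers deviated together in the islands on chromosome 27 (permutation test, p = 0.0124; adjusted p = 0.0645 over 6 measures) and chromosome 18 (p = 0.0215; adjusted p = 0.0645), with the libraries of numbers 16 to 19 below their group mean in all 4 groups by 5.08 percentage points on average on chromosome 27. Without the mean deviation of each set, the correlation of chromosome 27 with chromosome 18 was 0.921 and 0.774 with chromosome 2, so the correlation cannot be told apart from a share of the sets in it, and the sets are not the whole of it. A candidate explanation is that the islands on chromosomes 27, 18 and 2 hold copies of one repeated sequence, whose reads are spread over them, and the correlation of 0.966 is what this predicts. In that case the DMCGs there would not be separate loci. The sequences were not compared here, and a shared biological difference between cows gives the same pattern. Incomplete bisulfite conversion is not excluded, because 16 libraries leave a moderate correlation with the other sites of low methylation possible. Incomplete conversion of these islands alone was not tested.

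For the first principal component, which holds the most variation between libraries, a difference in the share of leukocytes between samples was examined with genes of leukocytes and of epithelial cells chosen before this test. The sets of genes moved in the same direction (Pearson r = 0.589, permutation p = 0.0174; Spearman rho = 0.529, permutation p = 0.0377; r = 0.459 without the 2 libraries farthest from the median; adjusted p = 0.0391). The component moved with the epithelial genes (Pearson r = 0.876, permutation p = 1e-05; Spearman rho = 0.768, permutation p = 0.00071; r = 0.815 without the 2 libraries farthest from the median; adjusted p = 4.5e-05) and was not past the threshold for the leukocyte genes (Pearson r = 0.428, permutation p = 0.101; Spearman rho = 0.397, permutation p = 0.129; r = 0.42 without the 2 libraries farthest from the median; adjusted p = 0.151). These means hold the overall level of each library, which moves both sets alike, and some of the genes had no valid site, so the component cannot be told apart from a difference in the share of leukocytes by this test. Over single sites, libraries with neighbouring numbers did not deviate together, as given above. No other explanation of this component was tested.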
